# Interaction between subventricular zone microglia and neural stem cells impacts the neurogenic response in a mouse model of cortical ischemic stroke

**DOI:** 10.1038/s41467-024-53217-1

**Published:** 2024-10-24

**Authors:** Suvra Nath, Jose C. Martínez Santamaría, Yu-Hsuan Chu, James S. Choi, Pasquale Conforti, Jia-Di Lin, Roman Sankowski, Lukas Amann, Christos Galanis, Kexin Wu, Sachin S. Deshpande, Andreas Vlachos, Marco Prinz, Jae K. Lee, Christian Schachtrup

**Keywords:** Neural stem cells, Neuroimmunology

## Abstract

After a stroke, the neurogenic response from the subventricular zone (SVZ) to repair the brain is limited. Microglia, as an integral part of the distinctive SVZ microenvironment, control neural stem / precursor cell (NSPC) behavior. Here, we show that discrete stroke-associated SVZ microglial clusters negatively impact the innate neurogenic response, and we propose a repository of relevant microglia–NSPC ligand–receptor pairs. After photothrombosis, a mouse model of ischemic stroke, the altered SVZ niche environment leads to immediate activation of microglia in the niche and an abnormal neurogenic response, with cell-cycle arrest of neural stem cells and neuroblast cell death. Pharmacological restoration of the niche environment increases the SVZ-derived neurogenic repair and microglial depletion increases the formation and survival of newborn neuroblasts in the SVZ. Therefore, we propose that altered cross-communication between microglial subclusters and NSPCs regulates the extent of the innate neurogenic repair response in the SVZ after stroke.

## Abstract (web summary)

There is a limited endogenous subventricular zone (SVZ)-derived neurogenic response for brain repair. Here, the authors report that cortical stroke-evoked environmental changes in the SVZ alter microglia-neural stem/precursor cells cross-communication, limiting the neurogenic repair response.

## Introduction

The subventricular zone (SVZ) serves as an endogenous stem cell niche for continuous neurogenesis under homeostatic conditions in the adult mammalian brain^1–3^. It thus has the inherent ability to contribute to brain repair processes and to generate new functional neurons when disease damages the central nervous system (CNS). However, for reasons not currently fully understood, the neurogenic response derived from the SVZ after stroke is very limited^4–7^. A fine-tuned cellular and molecular niche environment is instrumental for neural stem/precursor cell (NSPC) maintenance and differentiation^8,9^. Microglia, key immune cells in the CNS^10^, are an integral part of stem cell niches^11^ and regulate the behavior of NSPCs. Under homeostatic conditions, microglia in the SVZ secrete a distinctive set of cytokines that beneficially affect neurogenesis^12^ and express low levels of purine receptors to promote NSPC survival and migration^13^. Pathological states, including stroke, dynamically change the permeability of the SVZ vasculature and drastically alter the finely tuned SVZ stem cell niche environment^14^. However, whether the altered niche environment affects microglia–NSPC interactions and the extent of the neurogenic response after stroke is unknown. In this study, we investigated this interaction in mice subjected to photothrombotic ischemia, a mouse model of cortical ischemic stroke. Here, we show that cortical stroke-evoked environmental changes in the SVZ stem cell niche environment increase NSPC proliferation, arrest the cell cycle of a fraction of type C cells, and induce immediate microglial activation. Consequently, the altered microglial subcluster - NSPC interactions limit the neurogenic repair response after stroke.

## Results

### Impaired neurogenic response and distinct microglial subclusters in the SVZ after cortical injury

In a mouse model of cortical ischemic stroke (photothrombotic ischemia, PT), NSPCs in the adult SVZ respond to the distant injury with increased proliferation, formation of doublecortin-positive (DCX +) newborn neuroblasts (type A cells), and redirected migration of these neuroblasts towards the lesion area (Fig. 1a and Supplementary Fig. 1a); however, neurogenic cell replacement in the lesion area is very limited^4–7^. NSPCs in the adult SVZ communicate with the vascular system, the cerebrospinal fluid, and local cells, such as SVZ microglia^8,13^, and changes in these interactions may determine NSPC fate and the outcome of repair processes. Upon cortical stroke, the SVZ stem cell niche environment is drastically changed, with increased permeability of the SVZ vasculature and blood-derived fibrinogen deposition^14^, and these changes coincide with early SVZ microglial activation (Fig. 1b and Supplementary Fig. 1b). 

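SVZ cells were compared in 3 conditions, uninjured, 1 day after PT (PT D1) and 7 days after PT (PT D7). In the mice, tamoxifen and a Cre recombinase under the Nestin promoter switched on a yellow fluorescent protein in neural stem cells. PT is a photothrombotic lesion of the cortex, made with Rose Bengal and light, so the SVZ examined lies away from the injured tissue. Microglia were sorted as CD11b+ CD45low cells and NSPCs as fluorescent cells, 1 cell per well. They were sequenced by mCEL-Seq2, which tags each mRNA molecule with a unique molecular identifier (UMI) and each well with a 6-base barcode. Each condition was represented by 2 libraries of 192 wells. The deposited values are UMI counts of 34203 genes in 658 cells, without normalization, together with the authors' table of the class and subcluster of each cell. These 658 cells are 57.1% of the 1152 wells. They passed the authors' quality control, which asked for more than 1000 UMIs per cell, a count within 3 median absolute deviations and at most 25% mitochondrial UMIs. The retained cells held 1001 to 27321 UMIs each, and the paper gives a sequencing depth of 130000 to 200000 reads per cell. Summed over cells, the uninjured libraries 1 and 2 held 480478 and 1020667 UMIs in 87 and 147 cells, the PT D1 libraries 546030 and 808811 UMIs in 95 and 131 cells, and the PT D7 libraries 413299 and 721368 UMIs in 74 and 124 cells. The number of mice behind each library and the plate on which each condition was sorted are not given in the sources used here. The spread between libraries is therefore the only error that can be estimated, and plate and condition cannot be told apart. For tests across genes, UMIs were summed over the cells of a class in each library. The 3 conditions were fitted together in edgeR with its quasi-likelihood test and Benjamini-Hochberg adjustment, so that libraries and not cells were the replicates. An exact two-sided permutation test of 2 libraries against 2 cannot give a p below 0.33, so shares of cells are given per library with exact Clopper-Pearson 95% intervals and no test. These intervals, and the upper limit of 3 counts used where a count was 0, cover counting error only. Log2 fold changes are against the uninjured libraries unless another group is named. The values per library beside them are UMIs of the gene per 1000000 UMIs of the genes tested (CPM) after TMM scaling. CPM within a cluster are taken over all its UMIs without scaling. Gene positions are from the GENCODE annotation of GRCm39, matched by symbol, since the files give symbols only.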

To investigate how the interactions between microglia and NSPCs in the SVZ stem cell niche affect the neurogenic outcome for brain repair under pathological conditions, we performed single-cell RNA sequencing (scRNA-Seq) of selectively isolated SVZ microglia and NSPCs after PT (Fig. 1c). We used a CNS-NSPC-specific inducible nestin mouse line (line *k*^15^) that, upon tamoxifen treatment, produced restricted gene recombination and specific labeling of NSPCs, including robust labeling of DCX + neuroblasts in the SVZ (Supplementary Fig. 1c–e). SVZ-derived CD11b+CD45^low^ microglia and YFP + NSPCs were isolated by flow cytometry (Supplementary Fig. 1f), and mCEL-Seq2, a scRNA-Seq protocol that can resolve sparse cell populations^16^, was used for sequencing. Although blood-derived CCR2 + monocytes and CD45+ leukocytes were found to barely infiltrate the SVZ stem cell niche after cortical PT (Supplementary Fig. 1g, h), we excluded these cell populations (CD11b + CD45^high^Ly6C/Ly6G +) in the gating strategy to obtain a pure SVZ microglial population. We applied post-sequencing analysis and cluster identification with annotated SVZ microglia and NSPC markers^11,17–27^ to define microglia, NSPCs, and a mixed cell population cluster (Supplementary Figs. 1i and 2).

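The authors' table assigned 416 cells to microglia, 222 to NSPCs and 20 to the mixed population. Uninjured libraries 1 and 2 contributed 71 and 84 microglia and 16 and 59 NSPCs, the PT D1 libraries 71 and 76 microglia and 19 and 52 NSPCs, and the PT D7 libraries 54 and 60 microglia and 15 and 61 NSPCs. The median number of UMIs per cell was 4854.5 in microglia, 6449 in NSPCs and 8312 in the mixed cells, which were left out of every comparison between conditions. By condition, the median fell from 5247 UMIs per uninjured microglial cell to 5051 at PT D1 and 4501.5 at PT D7, and from 7002 per uninjured NSPC to 6364 and 5751. Summed per library, microglia held 294984 to 468186 UMIs and NSPCs 82504 to 497292. After edgeR's filter on low counts, 4846 genes were tested in microglia and 4907 in NSPCs, with a biological coefficient of variation between libraries of 0.233 and 0.173. In a self-test on simulated counts with the observed depths, a 4-fold change set in 200 genes was recovered for 80% of them in microglia and 80% in NSPCs at PT D1. At PT D7 it was recovered for 72% and 79.5%, and 2.45% to 5.88% of all these calls were false. A 2-fold change was recovered for only 1% of genes in microglia at PT D1 and 4.5% at PT D7, and for 13.5% and 12.5% in NSPCs. Changes of that size were mostly out of reach with 2 libraries per condition.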

**Fig. 1:**
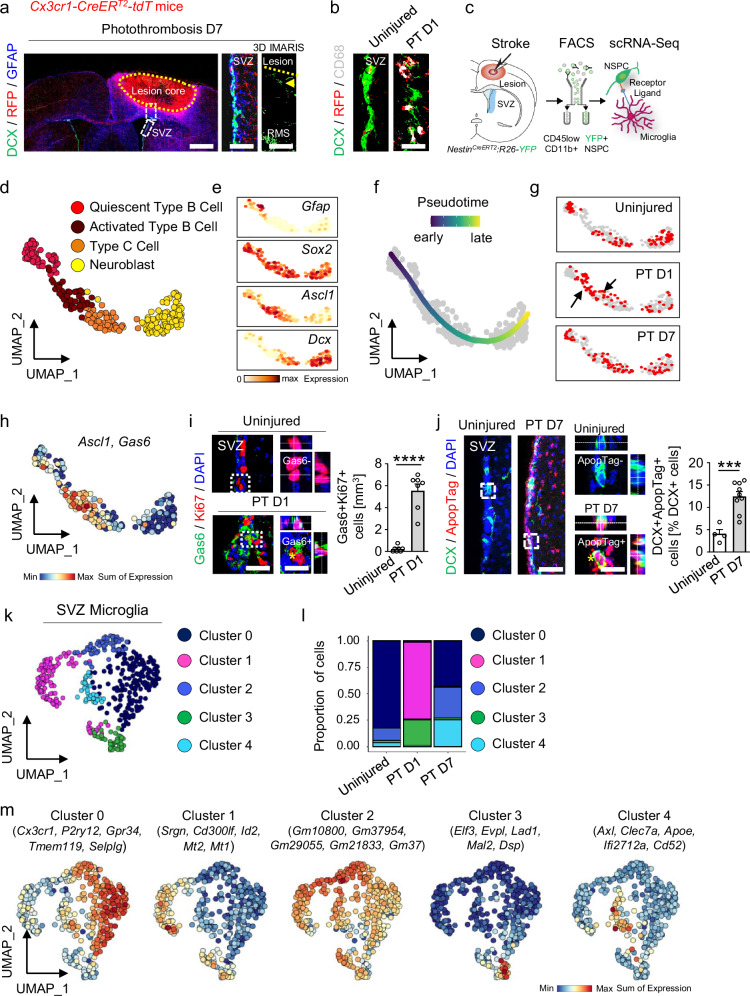
SVZ neuroblast cell death and distinct SVZ microglial subclusters after cortical stroke. **a** DCX immunostaining (green) in combination with RFP (red) and GFAP (blue) labeling in the SVZ and the lesion penumbra 7 days after PT. White boxes indicate enlarged areas showing the SVZ showing DCX and RFP expression, and IMARIS reconstruction of the lesion penumbra, with few DCX + migratory neuroblasts (arrowhead) (*n* = 1). The lesion core is indicated by a dotted line. Scales (l to r): 750, 100, 260 µm. **b** DCX immunostaining (green) with RFP (red) and CD68 (gray) labeling in the SVZ 1 day after PT, indicating early SVZ microglia activation after cortical stroke (*n* = 1). Scale, 15 µm. **c** scRNA-Seq and analysis of SVZ NSPCs and microglia after PT. **d** UMAP representation of four NSPC clusters from Supplementary Fig. 1i. **e** NSPC cluster-specific gene expression defining their localization along the UMAP of Supplementary Fig. 1i. **f** UMAP visualization of fate-mapped NSPCs captures differentiation from quiescent type B cells to neuroblasts after PT. **g** Pseudotime progression along the NSPC differentiation trajectory after PT. Black arrows indicate type B cell activation and differentiation at day 1 after PT. **h** *Ascl1* + proliferative type C cells co-express *Gas6* after PT. **i** Immunolabeling for Gas6 (green) and Ki67 (red) in the SVZ 1 day after PT. Dashed boxes indicate magnifications of Gas6 − Ki67 + (top) and Gas6 + Ki67 + cells (bottom, asterisk). Scales, 24(left), 13 µm (magnified images). Right, quantification (*n*  =  7 mice). **j** Immunolabeling for DCX (green) and ApopTag (red) in the SVZ 7 days after PT. Dashed boxes indicate magnifications of ApopTag−DCX + (top) and ApopTag + DCX + cells (bottom, asterisk) of control and 7 days after PT, respectively. Scales, 50 (left), 16 µm (magnified images). Right, quantification (*n*  =  4 mice, uninjured; *n* = 9 mice, PT D7). **k** UMAP representation of five distinct microglial clusters obtained after subcluster analysis of the identified microglial cluster in Supplementary Fig. 1i. **l** Quantification of microglial cluster proportions. **m** UMAP plots of expression of core signature genes of SVZ microglial cluster. All graphs show the mean ± SEM. ***P < 0.001, ****P < 0.0001, unpaired Student’s *t* tests. RMS, rostral migratory stream; SVZ, subventricular zone. Source data are provided as a Source Data file.

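The authors' table held 50 quiescent type B cells, 45 activated type B cells, 47 type C cells and 80 neuroblasts, and the subcluster names used here are theirs. Genes that define a subcluster are no independent result, so their values describe what each subcluster holds. Gfap lies on chromosome 11 from 102778159 to 102791738. Gfap reached 963 CPM in quiescent type B cells, against 64.9 in activated type B cells, 5.1 in type C cells and 13.0 in neuroblasts. Dcx lies on chromosome X from 142638838 to 142716307. Dcx rose from 13.3 CPM in quiescent type B cells to 31.2, 319 and 726 along the same series. Sox2 lies on chromosome 3 from 34704554 to 34706610. Sox2 lay between 517 and 691 in all 4 subclusters. The genes with the largest excess over the other NSPCs were Clu and Aldoc in quiescent type B cells, Thrsp and Gas1 in activated type B cells, 2810417H13Rik and Hist1h2ab in type C cells, and Stmn2 and Stmn4 in neuroblasts. Depth and quality differed between subclusters, with a median of 5302.5 UMIs per cell in quiescent type B cells, 8583 in activated type B cells, 8493 in type C cells and 5698.5 in neuroblasts. The median mitochondrial share was 10.4%, 14.2%, 12.9% and 11.5% in the same order. A clustering of the same cells by the paper's stated settings, with SCTransform, 8 principal components and a resolution of 0.8, placed 85.6% of the 222 NSPCs in the matching subcluster. Of the 47 type C cells, 18 fell in its activated type B cluster. Of the marker shares that can be read in the paper's supplementary table, all 22 compared lay within 0.1 percentage points of the share of cells with a UMI in the deposited counts.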

Downstream subclustering analysis of the identified SVZ NSPCs (Supplementary Fig. 1i) based on differentially expressed genes (DEGs)^11,17,19,21,22^ identified quiescent type B cells, activated type B cells, type C cells, and neuroblasts (Fig. 1d, e, Supplementary Fig. 3a and Supplementary Data 1). 

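The trajectory was drawn again with a diffusion pseudotime from scanpy in place of Slingshot, on 8 principal components and 15 neighbours. It was rooted at 1 quiescent type B cell chosen by its Aldoc, Slc1a3 and Gja1 expression and scaled from 0 to 1. The median pseudotime was 0.165 in quiescent type B cells (quartiles 0.133 and 0.202), 0.657 in activated type B cells (0.575 and 0.698), 0.849 in type C cells (0.799 and 0.888) and 0.952 in neuroblasts (0.938 and 0.973). The order of these medians was the same with 15 principal components, where the pseudotime of single cells had a Spearman correlation of 0.973 with the first, taken across cells, which are not independent replicates. Over all NSPCs the median was 0.892 in uninjured mice (0.890 and 0.894 in libraries 1 and 2), 0.663 at PT D1 (0.728 and 0.650) and 0.839 at PT D7 (0.855 and 0.834). Both PT D1 libraries lay below all 4 others. With PT D1 library 2 left out, the difference between PT D1 and uninjured NSPCs was −0.164. Free RNA from other wells enters a pseudotime as it enters the counts, and its part in these differences was not measured.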

The SVZ NSPC subclusters from uninjured, PT day 1, and PT day 7 mice were organized along a single pseudotime trajectory: cells from the quiescent type B cell cluster were enriched at the vertex, and neuroblasts were enriched at the end point of the trajectory (Fig. 1f). This suggests the SVZ NSPC lineage potential for differentiation towards newborn neurons after a stroke. 

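Activated type B cells made up 10.7% of uninjured NSPCs (8 of 75, 95% interval 4.72 to 19.9%), 35.2% at PT D1 (25 of 71, 24.2 to 47.5%) and 15.8% at PT D7 (12 of 76). By library the uninjured shares were 25.0% (4 of 16) and 6.78% (4 of 59) and the PT D1 shares 31.6% (6 of 19) and 36.5% (19 of 52). Without uninjured library 2 the rise to PT D1 starts from 25.0%. At PT D7 the share was 0 of 15 cells in library 1, which allows up to 20.0%, and 19.7% of 61 cells in library 2. Type C cells were 20.0% of uninjured NSPCs (15 of 75, 11.6 to 30.8%), 12.7% at PT D1 (9 of 71, 5.96 to 22.7%) and 30.3% at PT D7 (23 of 76, 20.2 to 41.9%). The PT D1 libraries differed, at 26.3% and 7.69%. Quiescent type B cells were 22.7%, 25.4% and 19.7% of NSPCs in the 3 conditions, and neuroblasts 46.7%, 26.8% and 34.2%. Neuroblasts were 21.1% and 28.8% in the PT D1 libraries and 37.5% and 49.2% in the uninjured ones. Subclusters aside, 104 of the 4907 genes tested in NSPCs changed at PT D1 (adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 51 were higher and 53 lower, and 724 genes had an unadjusted p under 0.05. Without TMM scaling the split was 76 higher and 53 lower. The count of 104 moved most when every cell was thinned to 1000 UMIs, to 4 genes, with only 489 genes left to test. It ranged from 39 without uninjured library 2 to 229 without PT D7 library 1. At PT D7 4 genes changed, all lower, with 230 at an unadjusted p under 0.05 and 2 called by DESeq2. Leaving out 1 library at a time gave 6 to 18 genes, the lowest of these without uninjured library 2 and the highest without either PT D1 library. Gfap rose at PT D1 (log2 fold change 2.42, standard error 0.41, adjusted p = 0.00175), from 67.1 and 91.9 CPM in the uninjured libraries to 246 and 622. Dcx fell (log2 fold change -1.12, standard error 0.27, adjusted p = 0.0254). The adjusted p ranged over the alternatives from 5.9e-13 to 0.257 for Gfap, which DESeq2 did not call (0.143), and from 0.00518 to 0.366 for Dcx, whose call was lost without uninjured library 2 (0.366). Sox2 did not change (log2 fold change 0.00). All these tests sum over the NSPCs of a library, so a changed mix of subclusters and a change within cells were not told apart. By the rule for naming genes, which leaves out genes with a mean under 50 CPM, the largest rises were Klf10 (log2 fold change 3.31, standard error 0.53, adjusted p = 0.00100), Mt2 (log2 fold change 2.91, standard error 0.26, adjusted p = 1.0e-07) and Junb (log2 fold change 2.87, standard error 0.47, adjusted p = 0.00134). Without PT D1 library 2 the adjusted p was 0.592 for Klf10, the highest of the alternatives (8.2e-11 to 0.592), and 0.163 for Junb (2.8e-08 to 0.163). The 2 largest falls by the same rule were Ttr (log2 fold change -6.32, standard error 0.41, adjusted p = 3.5e-10) and Enpp2 (log2 fold change -3.88, standard error 0.54, adjusted p = 0.000162). Of these, Enpp2 was not called without uninjured library 2 (adjusted p = 0.430, the highest of its alternatives). Ttr and Enpp2 are choroid plexus genes whose UMIs were also frequent in uninjured microglia.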

Further analysis of the proportion of NSPCs revealed an increased number of activated type B cells (Supplementary Fig. 3b), as expected^21^, and lineage progression analysis of the NSPC differentiation trajectory revealed the transition through a proliferative type C cell state 1 day after PT (Fig. 1g, black arrows). Immunolabeling for epidermal growth factor receptor (EGFR), which specifically labels activated type B cells^28^, and for 5’-ethynyl-2’-deoxyuridine (EdU), which detects proliferation, in combination with labeling for GFAP and Sox2 (type B cells), confirmed our scRNA-Seq data (Supplementary Fig. 3b) and revealed that cortical injury leads to a robust increase in activated type B cells (Supplementary Fig. 3c) and NSPC proliferation (Supplementary Fig. 3d, e). To promote lineage commitment towards SVZ newborn neuroblasts, NSPCs must re-enter the cell cycle and divide. However, the cell cycle can be blocked or interrupted by changes to the stem cell microenvironment, such as the changes that occur after a stroke, potentially arresting growth and leading to cell death^29^. Mash1 + type C cells increased in number after PT (Supplementary Fig. 3f) and expressed cyclins, such as *Mki67* and *Ccdn2*, indicating their orderly progression towards the G1/S phase of the cell cycle after PT (Supplementary Fig. 3g). However, a fraction of these cells expressed markers linked to the arrest of cell growth, such as *Bcl2* and *Gas6*, indicating cell-cycle arrest (Fig. 1h, i and Supplementary Fig. 3g). Indeed, immunolabeling for DCX in conjunction with ApopTag revealed a drastic increase in apoptotic neuroblasts within the SVZ stem cell niche 7 days after PT (Fig. 1j and Supplementary Fig. 3h). These results show that a distant cortical brain insult leads to neuroblast cell death in the SVZ stem cell niche, potentially due to drastic changes in the NSPC microenvironment.

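The authors called 15 uninjured cells, 9 cells at PT D1 and 23 cells at PT D7 type C, with a median of 10363, 8919 and 7120 UMIs per cell. Mki67 lies on chromosome 7 from 135291513 to 135318299. Mki67 gave at least 1 UMI in 14 of 15 uninjured type C cells, 7 of 9 at PT D1 and 20 of 23 at PT D7. After every cell was thinned to 1000 UMIs, it did so in 9 of 15 (60.0%), 4 of 9 (44.4%) and 11 of 23 (47.8%). The PT D1 share was 20% in library 1 (1 of 5) and 75% in library 2 (3 of 4), so it rests on which library is kept. Neuroblasts, with a median of 5698.5 UMIs per cell, gave a Mki67 UMI in 21.3% of cells before thinning and 11.3% after it, and microglia, with a median of 4854.5 UMIs, in 6.97% and 2.40%. In CPM of the type C cells, Mki67 was 709 in uninjured mice, 399 at PT D1 and 891 at PT D7. Ccnd2 lies on chromosome 6 from 127102125 to 127129156. Ccnd2, the gene the text writes as Ccdn2, gave a UMI after thinning in 15 of 15, 9 of 9 and 20 of 23 type C cells, against 8.41% of microglia. It was 5946, 6391 and 5145 CPM. The share of type C cells with Mki67 or Ccnd2 did not differ between conditions by more than counting error at these cell numbers. Over all NSPCs, neither gene was called in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes at PT D1 of -0.60 for Mki67 (standard error 0.27, adjusted p = 0.288) and -0.33 for Ccnd2 (adjusted p = 0.387). At PT D7 the log2 fold changes were 0.40 and 0.00. UMIs of cell-cycle genes do not by themselves show that a cell was dividing.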

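Bcl2 lies on chromosome 1 from 106465908 to 106642060. Bcl2 gave no UMI in the 15 uninjured type C cells, which allows up to 20.0% of cells with a UMI, and none in the 9 cells at PT D1, which allows up to 33.3%. At PT D7 7 Bcl2 UMIs lay in 6 of 23 type C cells (26.1%, 95% interval 10.2 to 48.4%). After thinning to 1000 UMIs no type C cell of any condition held one, which allows up to 13.0% at PT D7. At a thinning depth of 2000 UMIs the PT D7 share was 4.55%. Unthinned, 10.0% of neuroblasts and 13.0% of microglia held a Bcl2 UMI, so the interval at PT D7 covers the share in microglia, which are sequenced less deeply. Gas6 lies on chromosome 8 from 13515371 to 13544824. Gas6 gave 1 UMI in uninjured type C cells, 1 at PT D1 and 0 at PT D7. These lay in 6.67%, 11.1% and 0% of cells, and 0% in each condition after thinning. In microglia 172 Gas6 UMIs lay in 121 of 416 cells (29.1%, and 6.49% after thinning), a higher share than in type C cells. Gas6 had too few counts in NSPCs to be tested between conditions. Bcl2 did not change over all NSPCs (log2 fold change 0.05 at PT D1, adjusted p = 0.978 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and -0.10 at PT D7). For Gas6, the UMIs in type C cells were too few to show a difference between conditions. Bcl2 UMIs lay in type C cells at PT D7 alone, although these cells had the lowest median depth. A greater depth therefore does not account for them. The interval of 10.2 to 48.4% still overlaps the limits of 20.0% and 33.3%, so a rise is not settled. The thinned shares cannot decide it, since no type C cell kept a Bcl2 UMI at 1000 UMIs.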

Next, we analyzed the molecular composition of SVZ microglia and their functional changes after PT. 

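The authors' table placed 175 microglia in cluster 0, 104 in cluster 1, 59 in cluster 2, 41 in cluster 3 and 37 in cluster 4. A clustering by the paper's stated settings, with 7 principal components and a resolution of 0.4, put 94.5% of the 416 microglia in the matching cluster. The median depth was 4759, 4751, 4854, 5324 and 6785 UMIs per cell in clusters 0 to 4, and the median mitochondrial share 7.75%, 7.19%, 4.04%, 10.1% and 8.33%. At an equal depth of 1000 UMIs, a cell held a median of 508 genes in cluster 0, 449.5 in cluster 1, 349 in cluster 2, 513 in cluster 3 and 478 in cluster 4. Without regard to clusters, 276 of the 4846 genes tested in microglia changed at PT D1, 132 higher and 144 lower. Calls are at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and before adjustment 1066 genes had a p under 0.05. Without TMM scaling the split was 89 higher and 175 lower, 33.7% higher in place of 47.8%. At PT D7 8 genes changed, 5 higher and 3 lower, with 355 at an unadjusted p under 0.05, and the split without TMM scaling was 3 and 3. Between PT D1 and PT D7 184 genes changed, 82 higher and 102 lower at PT D7. Without TMM scaling this split was 59 higher and 111 lower, 34.7% higher in place of 44.6%. With the library number as a block, which the correlation between libraries of the same number allows in microglia, the counts were 639 at PT D1, 43 at PT D7 and 462 between the PT conditions. DESeq2 called 101, 9 and 88 genes in the 3 comparisons. The PT D1 count moved most without uninjured library 1, to 45 genes, and was 54 without uninjured library 2 and 538 without PT D1 library 1. At PT D7 no gene was called without uninjured library 1, where 184 had an unadjusted p under 0.05, against 38 without PT D1 library 2, so this comparison depends on single libraries. By the rule for naming genes, which leaves out genes with a mean under 50 CPM, the largest rises at PT D1 were Il1r2 (log2 fold change 4.42, standard error 0.49, adjusted p = 0.000653) and Msr1 (log2 fold change 4.28, standard error 0.64, adjusted p = 0.00315). At PT D7 they were Ccl4 (log2 fold change 4.02, standard error 0.51, adjusted p = 0.00869), Axl (log2 fold change 2.96, standard error 0.47, adjusted p = 0.0290) and Ccl3 (log2 fold change 2.81, standard error 0.30, adjusted p = 0.00518). Without uninjured library 1 Msr1 had an adjusted p of 0.0517 (over all alternatives 2.7e-14 to 0.0517). Ccl4 and Ccl3 then had 0.116 each, and neither was called without uninjured library 2 (0.0860 and 0.0735). Axl lost its call in 5 of 13 alternatives, without TMM (0.0927) and without uninjured library 1 (0.385), uninjured library 2 (0.204), PT D7 library 1 (0.224) or PT D7 library 2 (0.0909). Over all alternatives the adjusted p ranged from 5.0e-21 to 0.252 for Ccl4 and from 5.0e-12 to 0.731 for Ccl3. The largest falls by this rule were Enpp2 (log2 fold change -3.87, standard error 0.51, adjusted p = 0.00157) and Ttr (log2 fold change -3.74, standard error 0.55, adjusted p = 0.00315) at PT D1. At PT D7 they were Ttr (log2 fold change -4.04, standard error 0.57, adjusted p = 0.0147), Enpp2 (log2 fold change -3.56, standard error 0.52, adjusted p = 0.0189) and Ddit4 (log2 fold change -2.83, standard error 0.38, adjusted p = 0.0114). All 3 falls at PT D7 were lost without uninjured library 1, with an adjusted p of 0.116 for Ttr and Ddit4 and 0.169 for Enpp2. The highest adjusted p over the alternatives was 0.124 for Ttr, 0.169 for Enpp2 and 0.731 for Ddit4. From PT D1 to PT D7 the largest rises by this rule were Gpr34 (log2 fold change 3.48, standard error 0.29, adjusted p = 0.000365) and Slc2a5 (log2 fold change 3.15). The largest falls by it were Pik3ip1 (log2 fold change -6.21, standard error 0.73, adjusted p = 0.00125) and Il1r2 (log2 fold change -6.10).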

Downstream subclustering analysis of identified SVZ microglia (Supplementary Fig. 1i) based on DEGs^20,23–27^ identified five subclusters (clusters 0–4) (Fig. 1k, Supplementary Fig. 4a and Supplementary Data 1). Cluster 0 was predominant in the uninjured condition (Fig. 1l) and was characterized by the expression of several annotated markers of steady-state patrolling microglia^23^, such as *Cx3cr1*, *P2ry12*, and *Gpr34* (cluster 0, Fig. 1m). This homeostasis-associated microglial cluster 0 appeared together with microglial cluster 2 (Fig. 1l), which mostly expressed genes of as-yet unknown function, such as *Gm10800*, *Gm37954*, and *Gm29055* (cluster 2, Fig. 1m). 

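Cluster 0 held 124 of 155 uninjured microglia (80.0%, 95% interval 72.8 to 86.0%; 76.1% and 83.3% in libraries 1 and 2). It held 1 of 147 at PT D1 (0.680%) and 50 of 114 at PT D7 (43.9%, 34.6 to 53.5%; 33.3% and 53.3%). Cx3cr1 lies on chromosome 9 from 119877749 to 119898945. Cx3cr1 was 2294 CPM in cluster 0, against 497, 1036, 293 and 1164 in clusters 1 to 4. P2ry12 lies on chromosome 3 from 59123682 to 59170429. P2ry12 was 1961 in cluster 0 and 335, 1003, 259 and 584 in the others. Gpr34 lies on chromosome X from 13489625 to 13507116. Gpr34 was 809 in cluster 0 and 51.0, 444, 72.1 and 487 in the others. Across libraries and without clusters, Gpr34 fell at PT D1 (log2 fold change -3.58, standard error 0.29, adjusted p = 0.000234) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 801 and 679 CPM in the uninjured libraries to 51.6 and 70.4. At PT D7 it stood at 727 and 649. With a single library left out, its log2 fold change at PT D1 stayed between -3.85 and -3.41, and its call held under every alternative run. The gene with the largest excess in cluster 0 over the other microglia was Ttr, at 5644 against 1007 CPM. Ttr is a choroid plexus gene that gave a UMI in 99.4% of uninjured microglia and 100% of uninjured NSPCs. Most cells of cluster 0 were uninjured, so this excess does not show Ttr to be a marker of homeostatic microglia.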

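Cluster 2 held 22 of 155 uninjured microglia (14.2%; 22.5% and 7.14% in libraries 1 and 2). It held 4 of 147 at PT D1 (2.72%; 5.63% and 0%) and 33 of 114 at PT D7 (28.9%, 95% interval 20.8 to 38.2%; 37.0% and 21.7%). Gm10800 alone took 447871 CPM in cluster 2, against 253242, 323348, 219604 and 269592 in clusters 0, 1, 3 and 4. Gm10800 made up 29.8% of all microglial UMIs and 14.9% of all NSPC UMIs. Gm37954 lies on chromosome 1 from 131304199 to 131306269 and is an experimentally untested transcript in the annotation. Gm37954 was 7152 CPM in cluster 2 and 2459 to 4370 in the others. Gm29055 lies on chromosome 1 from 86702541 to 86704250 and is a long noncoding RNA. Gm29055 was 16769 in cluster 2 and 6113 to 10882 in the others, and Gm21833 12845 against 3641 to 7359. Gm10800 and Gm21833 were not found by symbol in the annotation used for positions. Between conditions Gm10800 did not change in microglia, with a log2 fold change of 0.24 at PT D1 (adjusted p = 0.769 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.53 at PT D7 (adjusted p = 0.813). At an equal depth, cells of cluster 2 held fewer genes than those of any other cluster. A larger part of their UMIs came from these transcripts, 40.4 to 53.3% over libraries against 24.7 to 32.9% in the other microglia.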

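Cluster 1 was found in 0 of 155 uninjured microglia, which allows a share of up to 1.94%. It was found in 104 of 147 at PT D1 (70.7%, 95% interval 62.7 to 78.0%) and in 0 of 114 at PT D7, which allows up to 2.63%. Its share was 90.1% in PT D1 library 1 and 52.6% in library 2, and in a clustering of the same cells by the paper's settings it reached 1.75% at PT D7. Cluster 3 held 1.94% of uninjured microglia (3 of 155), 24.5% at PT D1 (36 of 147) and 1.75% at PT D7 (2 of 114). Cluster 4 held 3.87% of uninjured microglia (6 of 155), 1.36% at PT D1 (2 of 147) and 25.4% at PT D7 (29 of 114, 17.7 to 34.4%). Both PT D7 libraries contributed to cluster 4, at 29.6% and 21.7% of their microglia, against 1.41% and 5.95% in the uninjured libraries and 2.82% and 0% at PT D1.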

The microglial clusters associated with PT were clusters 1, 3, and 4. Cluster 1 was predominant 1 day after PT (Fig. 1l) and expressed the markers *Srgn*, *Cd300If*, *Id2*, and *Mt1*, as well as *Socs3* and *Tlr7* (cluster 1, Fig. 1m and Supplementary Fig. 4a), related to microglial activation^30^. 

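Each of the markers was called at PT D1 when clusters were set aside and libraries compared in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The markers were chosen on these same cells, and the authors' cluster 1 lay at PT D1 alone, so these calls are no independent evidence. Cd300lf lies on chromosome 11 from 115007040 to 115024818. Cd300lf rose (log2 fold change 4.23, standard error 0.36, adjusted p = 0.000234), from 14.2 and 12.5 CPM in the uninjured libraries to 289 and 221 at PT D1. It was 12.5 and 14.8 at PT D7. Srgn lies on chromosome 10 from 62329029 to 62363238. Srgn rose (log2 fold change 2.71, standard error 0.38, adjusted p = 0.00200), from 142 and 241 to 1653 and 879. It was not called without uninjured library 1 (adjusted p = 0.0556, over all alternatives 8.6e-15 to 0.0556). Socs3 lies on chromosome 11 from 117856905 to 117860898. Socs3 rose (log2 fold change 2.89, standard error 0.27, adjusted p = 0.000484), from 48.1 and 54.0 to 352 and 413, and at PT D7 was 45.9 and 48.2. The log2 fold change at PT D1 was 2.82 for Id2 (adjusted p = 0.000653), 2.77 for Mt1 (adjusted p = 0.000653), 3.71 for Mt2 (adjusted p = 0.00130) and 1.65 for Tlr7 (adjusted p = 0.00434). Tlr7 was the least stable of these, with an adjusted p that ranged over the alternatives from 4.8e-05 to 0.117 and was above 0.05 without either uninjured library. By PT D7 none of these genes was called against uninjured microglia, and Socs3 and Tlr7 were lower than at PT D1 (log2 fold changes -3.01 and -2.49, adjusted p = 0.000498 and 0.00113). In CPM of the cluster, Srgn was 1353 in cluster 1 and 640 in cluster 3, Cd300lf 249 and 199, Id2 732 and 462, Mt1 619 and 568, Socs3 368 and 352, and Tlr7 457 and 250. In clusters 0, 2 and 4 each lay at 320 or less.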

Interestingly, 1 day after PT, a unique cluster appeared (cluster 3, Fig. 1l) enriched in genes related to cell-cell adhesion and migration, such as *Elf3*, *Evpl*, *Lad1*, and *Mal*2^31–34^ (cluster 3, Fig. 1m). 

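Of the 36 cluster 3 cells at PT D1, 35 came from library 2, where they were 46.1% of microglia (95% interval 34.5 to 57.9%), and 1 from library 1 (1.41%). A single library therefore decides the rise of this cluster. Elf3 lies on chromosome 1 from 135181306 to 135188999. Evpl lies on chromosome 11 from 116111385 to 116128923. Elf3 was 454 CPM in cluster 3 and 36.9 or less in the other clusters, and Evpl 415 and 36.9 or less. Lad1 was 382 in cluster 3 and at most 20.3 elsewhere, Mal2 534 and at most 31.0, and Dsp 933 and at most 75.1. None of them was called in microglia at PT D1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The PT D1 libraries 1 and 2 held 27.3 and 257 CPM for Elf3, 18.2 and 231 for Evpl, 24.3 and 214 for Lad1, and 33.4 and 301 for Mal2. The uninjured libraries held 17.0 and 45.7 for Elf3. The log2 fold change was 2.15 for Elf3 (standard error 0.76, adjusted p = 0.129), 1.88 for Evpl (standard error 0.85, adjusted p = 0.222), 2.69 for Lad1 (standard error 0.82, adjusted p = 0.0817) and 2.48 for Mal2 (standard error 0.77, adjusted p = 0.0866). Without PT D1 library 2 the log2 fold changes became -0.28 for Elf3, -0.93 for Evpl and 0.11 for Mal2. Without PT D1 library 1 they became 2.92, 2.68 and 3.25, and each was then called. With the library number as a block all 4 were called, with an adjusted p of 0.000757 for Elf3, 0.00276 for Evpl, 0.000193 for Lad1 and 0.000210 for Mal2. Over all alternatives the adjusted p ranged from 4.2e-06 to 0.882 for Elf3, 8.3e-05 to 0.733 for Evpl, 2.0e-07 to 0.882 for Lad1 and 1.4e-07 to 0.956 for Mal2. The genes with the largest excess in cluster 3 over other microglia were keratins and other genes of squamous epithelium, Krt15, Krt4, Calml3 and Krt6a. Krt6a alone reached 11886 CPM in the cluster.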

Importantly, 7 days after PT, a microglial cluster appeared that expressed the *Axl*, *Clec7a*, *Apoe*, and *Cd52* genes (cluster 4, Fig. 1l, m), which have been linked to “damage-associated microglia” (DAM)^26^. 

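Apoe lies on chromosome 7 from 19430034 to 19434947. Apoe was 12363 CPM in cluster 4 and 1266 to 2988 in the other clusters. Axl lies on chromosome 7 from 25456535 to 25488329. Axl was 219 in cluster 4 and at most 67.8 elsewhere. Clec7a lies on chromosome 6 from 129438554 to 129449742. Cd52 lies on chromosome 4 from 133809759 to 133822401. Clec7a was 141 and at most 11.8, and Cd52 498 and at most 98.3. The gene with the largest excess in cluster 4 was Spp1, at 502 against 20.4 CPM in the other microglia. Over all microglia at PT D7, Axl rose (log2 fold change 2.96, standard error 0.47, adjusted p = 0.0290) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 11.3 and 16.6 CPM in the uninjured libraries to 117 and 111. Apoe rose (log2 fold change 1.69, standard error 0.26, adjusted p = 0.0220), from 1784 and 1980 to 5634 and 6552. At PT D1 Apoe stood at 3050 and 2812, a log2 fold change of 0.64 that was not called (adjusted p = 0.166) except with the library number as a block (0.0260). Neither call held when either uninjured library was left out, with an adjusted p for Axl of 0.385 and for Apoe of 0.622 without uninjured library 1. The log2 fold changes stayed between 2.74 and 3.29 and between 1.59 and 1.77. Over all alternatives the adjusted p ranged from 5.4e-07 to 0.385 for Axl and 7.8e-07 to 0.702 for Apoe, and neither was called without TMM scaling or without either PT D7 library. Cd52 rose (log2 fold change 1.76, standard error 0.31, adjusted p = 0.0596), from 68.0 and 95.5 to 246 and 311. It was called in 9 of 16 alternatives, among them the fit with the library number as a block (0.00125), with an adjusted p of 0.000336 to 0.993 over all of them. Clec7a rose (log2 fold change 2.27, standard error 0.54, adjusted p = 0.253), from 8.50 and 16.6 to 50.1 and 77.9. Its adjusted p ranged over the alternatives from 0.0285 to 0.996, with 0.0425 in the blocked fit.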

Microglial clusters 0 and 2 were also present 7 days after PT (Fig. 1l), suggesting that a fraction of the activated microglia had reverted back to a more homeostasis-associated state.

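Slc2a5, among the leading genes of cluster 0, rose from PT D1 to PT D7 (log2 fold change 3.15, standard error 0.39, adjusted p = 0.00128) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against uninjured microglia, Cx3cr1, P2ry12, Gpr34 and Tmem119 had log2 fold changes at PT D7 of -0.51, -0.52, -0.11 and -0.46, with adjusted p of 0.732, 0.770, 0.960 and 0.777. At PT D7 the libraries held 1558 and 1491 CPM of Cx3cr1 and 1362 and 1157 of P2ry12, below the uninjured libraries in each case. A 2-fold change could be recovered only rarely at this depth, so the absence of a call leaves smaller differences open. The cells were sampled from different mice at each time, and the shares do not follow single cells.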

To further delineate the SVZ microglial phenotype, we performed immunohistochemical analysis in microglia-targeting mouse lines. Immunolabeling for Iba1 (ionized calcium-binding adapter molecule) in uninjured *HexB-tdTomato* transgenic mice resulted in ~ 100% co-labeling of cortical microglia (Supplementary Fig. 4b). By contrast, ~ 40% of HexB+ cells (red) in the SVZ either expressed low levels of Iba1 or were negative for Iba1 (green) (Supplementary Fig. 4b). In line with this, immunolabeling for Iba1 in *Cx3cr1-CreER*^*T2*^*:R26-tdTomato* mice at day 1 and day 7 after PT and in uninjured mice revealed that ~ 15–20% of RFP + SVZ microglia either expressed low levels of Iba1 or were negative for Iba1 (green) (Supplementary Fig. 4c). Iba1 is a crucial protein for microglial structure, movement, and immune functions. Interestingly, ~ 40% of SVZ-populating Iba1−RFP + microglia expressed CD68 (Supplementary Fig. 4d). Together, these suggest that the dynamic environmental signals in the SVZ neurogenic niche may foster a higher diversity of microglial phenotypes and functionality. A distinct SVZ microglial phenotype that prevents purinergic signaling from triggering premature phagocytosis of migrating neuroblasts under homeostasis has been described^13^. Indeed, immunolabeling for P2ry12 and C1qb showed low to absent expression in the SVZ microglia of uninjured mice (Supplementary Fig. 4e, f). However, on day 1 after PT, P2ry12 and C1qb expression increased drastically in a fraction of Cx3cr1 + SVZ microglia but returned to homeostatic levels on day 7 after PT (Supplementary Fig. 4e, f). Together, these immunohistochemical data confirm that microglia in the SVZ stem cell niche microenvironment have a heterogeneous molecular composition that shows functional changes after cortical PT.

### Stroke-associated microglia reduce the SVZ neurogenic response

Next, we investigated whether changes in the finely tuned SVZ microenvironment after stroke alter the microglial activation status toward a phenotype that impacts the neurogenic response. Fibrinogen is enriched in the SVZ niche following distant cortical brain injury^14^ and induces neurotoxic microglial gene programs in neurodegeneration^35^. Immunolabeling for GFP + microglia in *Cx3cr1-EGFP* mice in combination with immunolabeling of CD31 + blood vessels (red) and fibrinogen (blue) revealed that cortical injury-induced increases in SVZ vasculature permeability and fibrinogen deposition led to a rapid microglial response toward the vasculature and the formation of perivascular clusters (Fig. 2a). Morphometric analysis and 3-D reconstruction of individual Cx3cr1-GFP + SVZ microglia revealed the transformation from an immature microglial morphology in uninjured mice to an ameboid morphology 1 day after PT, to a highly ramified structure with extended branching processes 7 days after PT (Fig. 2b and Supplementary Fig. 5a). To explore the dynamics of interactions between SVZ microglia and NSPCs, we performed time-lapse imaging of acute SVZ explant slices from *Nestin-CreER*^*T2*^*-R26-tdTomato:Cx3cr1-EGFP* transgenic mice after cortical PT. In acute explant slices taken on day 7 after PT, GFP + SVZ microglia (green) approached tdT + SVZ NSPCs (red) at a higher speed than in acute explant slices from uninjured mice, and microglia engulfed NSPCs by forming a special phagocytotic pouch (Supplementary Fig. 5b and Supplementary Movie 1). Next, we observed that SVZ stem cell niche microglia phagocytosed DCX + dying neuroblasts (Fig. 2c and Supplementary Fig. 5c, d). Of note, we observed a slightly, but not significantly, increased microglia density 3 days after PT using the *Cx3cr1-CreER*^*T2*^*:R26-tdTomato* transgenic mouse line, without profound microglial proliferation or microglial cell death (Supplementary Fig. 5e–g), suggesting a migratory contribution of nearby microglia to the SVZ stem cell niche after PT. Next, to test whether blocking fibrinogen deposition in the SVZ prevented cortical injury-associated changes in the SVZ, we used systemic administration of the pharmacological reagent ancrod to deplete fibrinogen before PT and for the duration of the experiment. Fibrinogen depletion resulted in a ~ 60% reduction in activated microglia in the SVZ at 10 days post-injury, compared with control mice (Supplementary Fig. 6a). Importantly, fibrinogen depletion revealed a ~ 2-fold increase in the SVZ-derived DCX+ neurogenic response in the lesion penumbra (Fig. 2d). Moreover, depletion of microglia with the colony-stimulating factor 1 receptor (CSF1R) inhibitor PLX5622 drastically reduced DCX + neuroblast cell death 7 days after PT and increased the overall number of DCX + cells in the SVZ (Fig. 2e and Supplementary Fig. 6b–f). Together, our results indicate that the increased vasculature permeability and SVZ environmental changes after PT induce microglial activation, leading to microglial phagocytosis of neuroblasts and their negative impact on the neurogenic response.

**Fig. 2:**
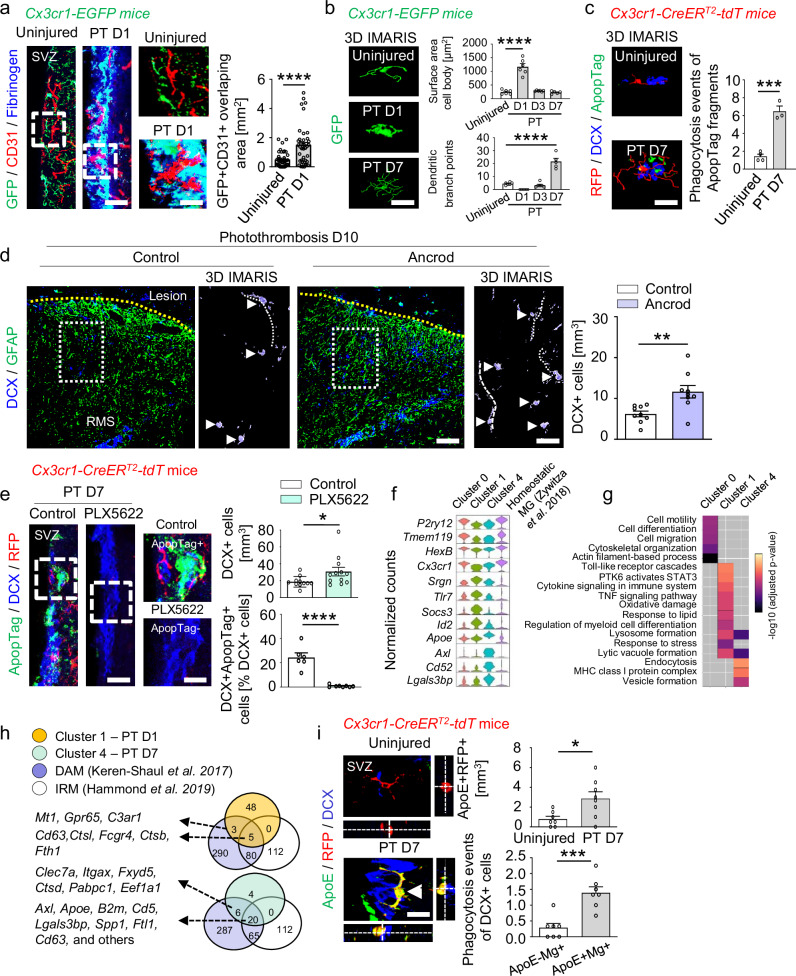
Stroke-associated microglia phagocytose dying neuroblasts and reduce the SVZ neurogenic response. **a** Immunolabeling for GFP (microglia, green), CD31 (blood vessels, red), and fibrinogen (blue) 1 day after PT. Scales, 18 (left), 10 µm (magnified images). Quantification of overlap between GFP + microglia and CD31 + blood vessels 1 day after PT (*n* = 3 mice; 46 cells, uninjured; 40 cells, PT D1). **b** Reconstructions of microglia (green) and IMARIS quantification of GFP + microglia 1, 3, and 7 days after PT (*n*  =  6 mice, uninjured, PT D1, PT D3; *n* = 5 mice, PT D7). Scale, 7 μm. **c** IMARIS reconstruction of DCX + ApopTag + dying neuroblasts engulfed by RFP + microglia (red) 7 days after PT (bottom). Scale, 7 μm. Quantification of ApopTag + fragments in RFP^+^ microglia in the SVZ (*n*  =  4 mice, uninjured; *n*  =  3 mice, PT D7). **d** Immunolabeling for DCX (blue) and GFAP (green) in the lesion penumbra 10 days after PT. Dotted rectangles indicate magnified images. Arrowheads indicate individual DCX + cells, and dotted lines indicate DCX + processes. Scales, 130 (left), 63 µm, (magnified images). Right, quantification 10 days after PT (*n* = 9 mice). **e** Immunolabeling for ApopTag (green), DCX (blue), and RFP (red) in the SVZ 7 days after PT in PLX5622-fed mice. Dashed rectangles indicate magnified images showing ApopTag + DCX + (top) and ApopTag−DCX + cells (bottom). Scales, 38 (left), 7 μm (magnified images). Quantification of DCX + cells (top) and percentage of ApopTag + DCX + cells (bottom) 7 days after PT in PLX5622-fed mice (top: *n* = 11, control; *n* = 12, PLX5622; bottom: *n*  =  6, control, *n* = 8, PLX5622). **f** Violin plots of markers enriched in stroke-associated microglial clusters 1 and 4, compared with cluster 0 and ref.^11^. **g** Gene ontology term enrichment analysis (adjusted *p*-value < 0.05) using the same clusters. Gray boxes indicate no enrichment. **h** Venn diagram showing the overlap between genes of neurodegenerative disease–associated microglia (purple, disease-associated microglia (DAM)^26^; and white, injury-responsive microglia (IRM)^36^) and DEGs 1 (orange) and 7 days (green) after PT. **i** Immunolabeling for ApoE (green), RFP (red), and DCX (blue), 7 days after PT. Arrowhead indicates ApoE + RFP + microglia phagocytosing a DCX + neuroblast. Scale, 14 μm. Quantification in uninjured mice and 7 days after PT (top) (*n*  =  7 mice, uninjured; *n*  =  8 mice, PT D7) and of DCX + cells engulfed by microglia (Mg, bottom) (*n*  =  7 mice) in the SVZ 7 days after PT. All plots show mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, one-way ANOVAs with Bonferroni corrections for multiple comparisons (**b**) and unpaired Student’s *t* tests (**a**, **c**–**e**, **i**). RMS, rostral migratory stream; SVZ, subventricular zone. Source data are provided as a Source Data file.

Next, we further characterized the cellular interactions between SVZ microglia and NSPCs that lead to the altered neurogenic response. 

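The homeostatic markers P2ry12, Tmem119 and Cx3cr1 fell in microglia at PT D1 when libraries were compared without clusters. P2ry12 fell (log2 fold change -2.41, standard error 0.31, adjusted p = 0.00150) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 1773 and 1827 CPM in the uninjured libraries to 441 and 238. The paper's immunolabeling went the other way, with little P2ry12 protein in uninjured SVZ microglia and more in a fraction of them at PT D1. RNA of sorted cells and protein stained in tissue are unlike measures, and the difference in direction was not resolved here. Cx3cr1 fell (log2 fold change -2.16, standard error 0.27, adjusted p = 0.00130), from 2203 and 2128 to 562 and 406. Tmem119 lies on chromosome 5 from 113931781 to 113938577. Tmem119 fell (log2 fold change -2.06, standard error 0.29, adjusted p = 0.00246), from 969 and 1019 to 264 and 211. These 3 calls held under every alternative run, with an adjusted p for P2ry12 of 1.8e-13 to 0.0215. Selplg, a further marker of uninjured microglia, fell (log2 fold change -1.33, standard error 0.26, adjusted p = 0.0143) and was not called without uninjured library 1 (adjusted p = 0.183) or uninjured library 2 (0.0958), with 0.000125 to 0.183 over all alternatives. The published data from uninjured SVZ to which the paper compares these genes were not analysed here.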

Microglial cluster expression profiles revealed a significant overlap between genes expressed in the homeostasis-associated microglial cluster 0 and published scRNA-Seq data from uninjured SVZ^11^, such as *P2ry12*, *Tmem119*, *Cx3cr1*, and *HexB*; as expected, gene expression in the stroke-associated clusters 1 and 4 did not overlap (Fig. 2f). Gene ontology (GO) term enrichment (adjusted *p*-value < 0.05) analysis using the DEGs per microglial cluster showed that cluster 0 was involved, as expected, in homeostasis-associated processes, such as actin-filament–based processes, cytoskeletal organization, cell migration, and motility, suggesting a patrolling nature for microglia in the healthy SVZ (Fig. 2g). 

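A list of 14 genes of stress responses and of TNF, Toll-like receptor and STAT3 signaling was fixed before the counts were read. Some genes of this list and of the lysosome list below had been seen in the paper's supplementary table, made from these same cells. The paper also names Socs3 and Tlr7 for cluster 1, so a rise of the list is no independent evidence. It held Tnf, Tnfaip3, Nfkbia, Tlr2, Tlr4, Tlr7, Cd14, Stat3, Socs3, Il1b, Cebpb, Ccl3, Ccl4 and Hmox1. Of these, 13 had enough counts to be tested in microglia. At PT D1 their median log2 fold change was 1.98. Of the 13 genes, 11 were called higher and 0 lower over all genes tested, and 12 higher and 1 lower adjusted over the list alone, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As a set they were higher at PT D1 by limma's camera with its preset correlation between genes (adjusted p = 1.2e-09 over 6 tests). The call held under fry (0.00407) and with an estimated correlation (0.0400). At PT D7 the median log2 fold change against uninjured microglia was 0.20 and the adjusted p 0.0894 by camera. Over all genes tested 2 were called higher and 0 lower, and 2 and 2 adjusted over the list alone. Without uninjured library 2 the camera adjusted p was 0.0174. From PT D1 to PT D7 the median was −1.77, with 7 genes called lower and 0 higher over all genes tested. In NSPCs only 4 of the 14 genes could be tested, with a median log2 fold change at PT D1 of 1.72. Genes that respond to tissue dissociation had a median log2 fold change at PT D1 of 1.32 in the 8 tested in microglia and 2.23 in the 5 tested in NSPCs. In microglia PT D1 library 2 carried most of this. On the log scale of camera the median was 0.987, 0.0561 without PT D1 library 2 and 2.01 without PT D1 library 1. Of the 8 genes, 3 were higher in both PT D1 libraries than in both uninjured ones, and fry did not call the list (0.192).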

Stroke-associated cluster 1, which appeared 1 day after PT, was enriched in DEGs associated with responses to stress, oxidative damage, regulation of metabolic processes, and inflammatory responses, and with signaling pathways such as the tumor necrosis factor alpha (TNF), Toll-like-receptor, and signal transducer and activator of transcription 3 (STAT3) pathways, indicating rapid microglial activation after cortical injury. 

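A list of 12 genes of lysosomes, endocytosis and MHC class I was fixed in the same way. Of these, 10 were tested in microglia, Ctsb, Ctsd, Ctsz, Ctsl, Cd63, Cd68, Lamp1, Grn, B2m and H2-D1. Lyz2 and H2-K1 were not analysed here because the matrix has no row of that name. At PT D7 their median log2 fold change against uninjured microglia was 0.80, and each of the 10 genes was higher in both PT D7 libraries than in both uninjured ones. None was called over all 4846 genes tested, and 8 were called higher adjusted over the list alone, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By camera with its preset correlation the list was higher at PT D7 (adjusted p = 4.2e-09), a call that held under fry (0.0273) and was lost with an estimated correlation (0.217). The rise was already present at PT D1, with a median log2 fold change of 0.61, 3 genes called higher over all genes tested and 5 over the list alone. The adjusted p was 0.000365 by camera, which an estimated correlation also removed (0.287). From PT D1 to PT D7 the median log2 fold change of the list was 0.27, and 0 of the 10 genes was called over all genes tested.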

Interestingly, stroke-associated cluster 4, which appeared by day 7 after PT, was linked to key biological processes such as endocytosis and the formation of lytic vacuoles, lysosomes, and vesicles, and also to the major histocompatibility protein complex class 1 (MHC 1), all of which are crucial indicators of microglial phagocytosis of cellular debris (Fig. 2g).

Next, we compared stroke-associated microglial clusters 1 and 4, prevalent in the SVZ stem cell niche after distant cortical injury, with the genes reported in two independent transcriptomic studies of neurodegenerative disease–associated microglia^26,36^. 

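The overlap was retested with the paper's own gene lists and Fisher's exact test, two-sided, against the 14488 genes with a UMI in at least 3 microglia. Of the 30 genes of cluster 4, 26 were among the genes of damage-associated microglia (DAM), where 0.563 would be expected by chance (odds ratio 375, 95% interval 129 to 1458, exact adjusted p = 4.0e-41 over 4 tests). Of the same genes, 20 were among those of injury-responsive microglia (IRM), against 0.377 expected (odds ratio 176, 77.1 to 422, exact adjusted p = 1.8e-31). For the 56 genes of cluster 1 the overlap was 8 genes with DAM (odds ratio 8.94, 3.62 to 19.3, exact adjusted p = 1.2e-05) and 5 genes with IRM (odds ratio 7.89, 2.43 to 20.0, adjusted p = 0.000673). With a background of the 4969 genes found in at least 10% of microglia, the adjusted p was 5.2e-24 and 1.3e-21 for cluster 4 and 0.00398 and 0.0238 for cluster 1. Genes are not independent replicates, and the cluster lists were chosen on these same cells, so the overlap is no independent evidence. Tested over libraries without clusters, the 237 DAM genes with enough counts had a median log2 fold change of 0.49 at PT D7 (camera adjusted p = 3.2e-25) and 0.36 at PT D1 (1.4e-05). The 157 IRM genes had 0.45 (1.7e-12) and 0.30 (0.337). With an estimated correlation the calls at PT D7 held, at 0.0310 and 0.0468, and the DAM call at PT D1 was lost, at 0.101. In fry the DAM list was called in both comparisons (0.0151 at PT D1 and 0.00567 at PT D7). At PT D7 5 DAM genes were called higher and 1 lower over all genes tested in edgeR's quasi-likelihood test, and 21 and 1 adjusted over the list alone. For IRM the counts were 5 and 0, and 26 and 4. At PT D1 more genes were called over all genes tested, 20 DAM genes higher and 5 lower and 10 IRM genes higher and 18 lower. Adjusted over the list alone these were 22 and 8, and 17 and 25. Of the 237 DAM genes, 163 were higher in both PT D7 libraries than in both uninjured ones. B2m rose in microglia at PT D7 (log2 fold change 1.05, standard error 0.28, adjusted p = 0.366) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 1524 and 1800 CPM to 3521 and 3349. It was called with the library number as a block (0.0152) and without PT D1 library 2 (0.0456), with an adjusted p of 0.0152 to 0.997 over all alternatives. Lgals3bp rose (log2 fold change 2.11, standard error 0.38, adjusted p = 0.0675), from 79.3 and 116 to 393 and 460. Over the alternatives its adjusted p was 4.2e-07 to 0.956, among them 0.000478 with the block, and it was called in 8 of 17 alternatives.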

There was a significant overlap between the genes overexpressed in SVZ microglial cluster 4 (7 days after PT) and the genes enriched in neurodegenerative DAM, such as *Apoe*, *Axl*, *B2m*, and *Lgals3bp* (Fig. 2h and Supplementary Data 1), suggesting a potential role for microglial cluster 4 in the clearance of dying neuroblasts within the SVZ stem cell niche after cortical PT. Immunolabeling for ApoE + RFP + microglia and DCX + neuroblasts revealed that SVZ ApoE + microglia was increased 7 days after PT and phagocytosed DCX + neuroblasts (Fig. 2i), suggesting that stroke-associated cluster 4 microglia with DAM-like characteristics phagocytose dying neuroblasts in the SVZ after distant cortical injury.

### SVZ microglia - NSPCs ligand-receptor pair interactions

To gain mechanistic insight into the cellular interactions between SVZ microglia and NSPCs after distant cortical injury, we used CellphoneDB^37^ to evaluate interaction scores on the basis of the average expression levels of ligands and receptors in two distinct cell populations (Fig. 3a and Supplementary Data 1). 

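The interaction score was computed again for 87 ligand and receptor pairs as the methods describe. It is the mean of the ligand's average over microglia and the receptor's average over NSPCs, each in natural logarithms of 1 plus the UMIs per 10000 of a cell. All 977 rows of the paper's table that could be read matched these scores within 0.001, and a further 42385 rows could not be compared. The paper's permutation of cell labels takes cells as replicates and was not repeated, so scores are given per condition with the 2 libraries of each beside them. Because the score is a mean and not a product, a pair keeps a score when its receptor is absent. For Apoe and Lrp2 the receptor's average was 0 and the score still rose from 1.20 in uninjured mice to 1.52 at PT D7.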

Interestingly, whereas some signaling pathways, such as Igf2, Kitl, and Gnai2, were only present in uninjured mice, other signaling pathways were attenuated 1 day after PT and upregulated 7 days after PT (e.g., Igfbp4, Npnt, Ly86, Sema4d, Calr), suggesting a drastic change in microglia–NSPC interaction 1 day after PT, when microglia become activated because of changes in the SVZ stem cell niche environment (Fig. 2a). 

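Igf2 lies on chromosome 7 from 142204503 to 142220694. Igf2 entered 3 pairs, whose scores at PT D1 were 26.6 to 74.2% and at PT D7 22.6 to 68.6% of those in uninjured mice. The score of Igf2 with Igf1r was 0.789 in uninjured mice (0.454 and 0.951 in libraries 1 and 2), 0.586 at PT D1 (0.530 and 0.608) and 0.542 at PT D7 (0.711 and 0.487). The libraries of the 3 conditions thus overlapped for this pair. The other 2 pairs, with Igf2r at 29.6% and Insr at 26.6% of the uninjured score at PT D1, were lower in both PT D1 libraries than in both uninjured ones. In microglia Igf2 fell at PT D1 (log2 fold change -2.33, standard error 0.56, adjusted p = 0.0343) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 130 and 158 CPM to 33.4 and 24.3. It was not called by DESeq2 (0.0722) or without uninjured library 1 (0.128) or 2 (0.175), with an adjusted p of 1.2e-06 to 0.276 over all alternatives. Kitl fell (log2 fold change -2.17, standard error 0.54, adjusted p = 0.0393), from 36.8 and 49.8 CPM to 9.11 and 9.71. The adjusted p of Kitl was 0.0126 to 0.448 over the alternatives, and its score with Kit fell from 0.118 to 0.0264 at PT D1 and 0.0465 at PT D7. Gnai2 did not change (log2 fold change -0.29 at PT D1, adjusted p = 0.551), and its 21 pairs kept 74.8 to 93.1% of the uninjured score at PT D1 and 80.6 to 97.1% at PT D7. Of the pathways described as attenuated, Ly86 with Cd180 scored 1.27, 0.832 and 1.37 in the 3 conditions. The 5 pairs of Sema4d stood at 39.1 to 62.6% of the uninjured score at PT D1 and 86.4 to 90.2% at PT D7. The 6 pairs of Calr stood at 60.4 to 69.9% and 90.7 to 95.7%. The 2 pairs of Igfbp4 stood at 54.8 to 60.2% and 72.1 to 171%, and the 2 pairs of Npnt at 19.4 to 122% and 135 to 201%. Among these ligands the fall in microglia at PT D1 was called for Npnt (log2 fold change -3.19, standard error 0.80, adjusted p = 0.0406), with values without 1 library of -6.30 to -2.14. It was also called for Sema4d (log2 fold change -1.28, standard error 0.32, adjusted p = 0.0401). Both calls were lost when 1 library was left out, and over all alternatives the adjusted p was 0.00321 to 0.321 for Npnt and 0.0118 to 0.259 for Sema4d. The fall of Ly86 had a log2 fold change of -0.99 and an adjusted p of 0.0500, just above the threshold, and was called in 8 of 17 alternatives (0.00230 to 0.413). For Calr the values were -0.69 and 0.136 (0.0433 to 0.489 over the alternatives), and Igfbp4 was not called either (adjusted p = 0.280). From PT D1 to PT D7 Npnt rose by a log2 fold change of 4.57 (adjusted p = 0.00494), Igfbp4 by 2.18 (0.0280), Ly86 by 1.48 (0.0104) and Sema4d by 1.37 (0.0444).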

Strikingly, the highest interaction score between microglia and NSPCs was detected for the ApoE–Lrp8 pathway, which was uniquely and significantly upregulated 7 days after PT and which correlated with the appearance of stroke-associated microglial cluster 4 (Fig. 3a and Supplementary Data 1). Indeed, chord diagrams revealed a high interaction score between microglia cluster 4 and NSPCs seven days after PT (Fig. 3b), and immunolabeling for ApoE and Lrp8 showed expression in SVZ microglia and NSPCs, respectively (Fig. 2i and Supplementary Fig. 7a). 

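Lrp8 lies on chromosome 4 from 107659066 to 107734038. The score of Apoe with Lrp8 was 1.29 in uninjured mice (1.21 and 1.37 in libraries 1 and 2), 1.39 at PT D1 (1.33 and 1.43) and 1.63 at PT D7 (1.60 and 1.64). Both PT D7 libraries lay above the 4 others. The rise from uninjured mice to PT D7 was 0.341 and stayed between 0.263 and 0.434 over 7 alternatives. Ranked among the 87 pairs, Apoe with Lrp8 stood at place 9 in uninjured mice, 6 at PT D1 and 3 at PT D7. Ahead of it at PT D7 were C1qb with Lrp1 (2.08) and Apoe with Lrp1 (1.72). C1qb with Lrp1 ranked first in every condition and library. All 8 pairs with Apoe as the ligand rose at PT D7, to 122 to 127% of the uninjured score. The ligand's average over microglia rose from 2.40 to 2.63 at PT D1 and 3.04 at PT D7, and the receptor's average over NSPCs was 0.185, 0.136 and 0.224. The paper states that this pathway correlated with the appearance of cluster 4, a statement that the scores over all microglia do not test.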

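At PT D7 the average of Apoe over the 29 cells of cluster 4 was 4.54. Its score with Lrp8 was 2.48 with quiescent type B cells, 2.41 with activated type B cells, 2.34 with type C cells and 2.35 with neuroblasts. Over the 50 cells of cluster 0 at PT D7 the average of Apoe was 2.73 and the scores were 1.58, 1.51, 1.44 and 1.45. The 6 uninjured cells of cluster 4, 5 of them from library 2, had an Apoe average of 4.42 and scores of 2.24 to 2.40, and the 2 cells at PT D1 had 5.75 and 2.93 to 2.99. Lrp8 was scarce in NSPCs, with 22 UMIs in uninjured mice, 10 at PT D1 and 17 at PT D7, too few to be tested between conditions. At least 1 Lrp8 UMI lay in 21.3% of uninjured NSPCs (16 of 75), 14.1% at PT D1 (10 of 71) and 21.1% at PT D7 (16 of 76). These shares were, after thinning to 1000 UMIs per cell, 1.33%, 2.82% and 3.95%. Microglia gave an Lrp8 UMI in 13.5%, 9.52% and 6.14% of cells, with a median depth of 5247, 5051 and 4501.5 UMIs per cell against 7002, 6364 and 5751 in NSPCs. In CPM Lrp8 was 35.9, 20.8 and 35.6 in NSPCs and 27.6, 19.8 and 11.8 in microglia. In type C cells it was 69.5 in uninjured mice and 22.7 at PT D7 (4 UMIs), where quiescent type B cells had 75.6 (6 UMIs). All 6 of these UMIs came from PT D7 library 2, and in library 1 the 4 quiescent type B cells had 0 and type C cells 26.6, so the order of the subclusters rests on library 2. Apoe itself was not changed in NSPCs (log2 fold change 0.02 at PT D1 and 0.56 at PT D7) and was highest in quiescent type B cells, at 7862 CPM.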

Next, to pinpoint microglia–NSPC interaction, we performed in situ hybridization of the ligand-receptor pair ApoE–Lrp8 in combination with immunohistochemistry. *Apoe* and *Lrp8* mRNAs were significantly upregulated in GFP + microglia (green) and Nestin-TdTomato + NSPCs (red), respectively, 7 days after PT, compared with uninjured controls (Fig. 3c). Next, we analyzed the proximity between ApoE + microglia and Lrp8 + NSPCs (Fig. 3d). In situ hybridization for *Apoe* and *Lrp8* mRNA revealed *Apoe* + cells were in close proximity to *Lrp8* + cells, suggesting interaction between ApoE + microglia and Lrp8 + NSPCs (Supplementary Fig. 7b). Cell proximity analysis of 3-D IMARIS processed images revealed close contact between Lrp8 + DCX + neuroblasts and RFP + microglia and between ApoE + RFP + microglia and DCX + neuroblasts in the SVZ of mice 7 days after PT (Fig. 3e, f). Importantly, alleviating the cortical injury-induced SVZ environmental changes by fibrinogen-depletion with ancrod reduced the ApoE + SVZ microglia (Fig. 3g), in line with the increased SVZ-derived neurogenic response in ancrod-treated animals (Fig. 2d), while the proportion of Lrp8 + DCX + neuroblasts remained unaltered (Supplementary Fig. 7c). Overall, these results reveal that cortical injury-induced alterations of the neural stem cell niche environment alter the interactions between SVZ microglia and NSPCs, limiting the neurogenic response after PT.

**Fig. 3:**
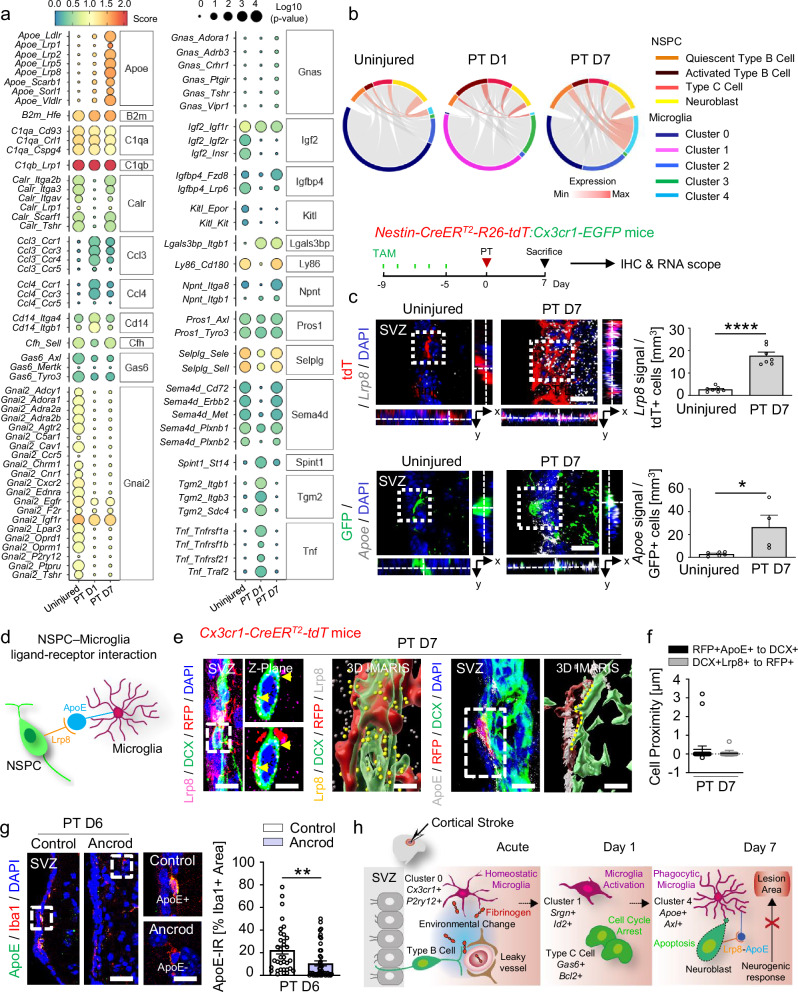
Ligand-receptor pair interactions between NSPCs and microglia after cortical stroke. **a** Dot plot of interaction scores for ligand-receptor pairs and operating signaling pathways 1 and 7 days after PT. **b** Chord plot of ApoE-Lrp8 ligand-receptor interactions across clusters and NSPC subpopulations within the consensus atlas, based on co-expression 1 and 7 days after PT. **c** In situ hybridization for *Lrp8* (gray) with immunolabeling for RFP + NSPCs (red) in the SVZ 7 days after PT. Scale bar, 12 μm. Quantification of *Lrp8* + RFP + cells 7 days after PT (*n*  =  7 mice). In situ hybridization for *Apoe* (gray) with immunolabeling for GFP + microglia (green) in the SVZ 7 days after PT. Scale, 12 μm. Quantification of *Apoe* + GFP + cells 7 days after PT (*n*  =  6, uninjured; *n* = 4, PT D7). **d** Schematic of the NSPC-microglia Lrp8-ApoE cross-communication. **e** Left images: Immunolabeling for Lrp8, DCX, and RFP in the SVZ 7 days after PT. Higher magnification of dashed square showing Z-plane with (bottom) and without (top) RFP illustrating the location of Lrp8 (arrowheads) on DCX + cells in close contact with RFP + cells. IMARIS reconstruction of Lrp8, DCX, and RFP. DCX + cell surface expression of LRP8 (yellow dots) in contact with RFP + cells. Right pair of images: Immunolabeling for ApoE, RFP, and DCX 7 days after PT. IMARIS reconstruction of the ApoE + RFP + cell in the dashed rectangle in contact with a DCX + cell. The area of contact between the RFP + and DCX + cells is indicated by the yellow dashed line. Scales, 12 µm (SVZ, Lrp8); 6 μm, magnified images; 3 μm, 3-D IMARIS; 8 μm (SVZ, ApoE); 6 μm, 3-D IMARIS. **f** Quantification of the smallest distance between RFP + ApoE + cells and DCX + cells and between DCX + Lrp8 + cells and RFP + cells 7 days after PT (*n* = 3 mice; 23 pairs of cells, RFP + ApoE + cells to DCX + cells; 18 pairs of cells, DCX + Lrp8 + to RFP + cells). **g** Immunolabeling for ApoE and Iba1 in fibrinogen-depleted mice 6 days after PT. Dashed boxes indicate the magnification of ApoE + Iba1 + (top, control) and ApoE−Iba1 + cells (bottom, ancrod) 6 days after PT. Scales, 28 µm, left; 10 µm, magnified images. Right, quantification of the ApoE immunoreactivity (IR) in Iba1 + cells in fibrinogen-depleted mice compared with control-treated mice 6 days after PT (*n* = 6 mice, control group (34 cells); *n* = 5 mice, ancrod group (44 cells)). Plots show mean ± SEM. *P < 0.05, **P < 0.01, ****P < 0.0001, unpaired Student’s *t* tests. **h** In the healthy brain, NSPCs of the SVZ generate mobile DCX + neuroblasts that migrate through the RMS to the olfactory bulb to become newborn neurons. Cortical injury (cortical stroke, acute) results in increased permeability of the SVZ vasculature and a drastic change in the SVZ stem cell niche environment (e.g., fibrinogen deposition). This induces increased NSPC proliferation, cell-cycle arrest of type C cells, and immediate microglial activation (cortical stroke, day 1 after PT). Microglia phagocytose apoptotic newborn neuroblasts through the predicted ligand-receptor pair ApoE–Lrp8, resulting in limited neurogenic cell replacement in the cortical lesion area (cortical stroke, day 7 after PT). SVZ, subventricular zone. Source data are provided as a Source Data file.

## Discussion

Understanding how an altered SVZ niche environment affects the interaction between microglia and NSPCs and whether this impacts the extent of the neurogenic response after stroke is a fundamental and unresolved question. Our results suggest that upon cortical injury, increased permeability of the SVZ vasculature and drastic changes to the niche environment (e.g., fibrinogen deposition) alter the microglia–NSPC interaction, with subsequent effects on the neurogenic response. We suggest the following working model in CNS disease: (i) A cortical brain injury-induced increase in SVZ vasculature permeability allows deposition of vasculature-derived proteins, including fibrinogen, altering the microenvironment of SVZ stem cells (Fig. 3h). (ii) The altered SVZ niche environment increases NSPC proliferation and cell-cycle arrest of a fraction of type C cells and induces immediate microglial activation. (iii) Microglia phagocytose apoptotic newborn neuroblasts in the SVZ through the predicted ligand-receptor pair ApoE–Lrp8, resulting in limited neurogenic cell replacement in the cortical lesion area.

Stroke induces only a small number of SVZ-derived newborn neurons: the majority of cells are undifferentiated precursors and newborn astrocytes, which contribute to repair processes in different ways^7^. We previously found that distal cortical injury leads to massive deposition of the blood coagulation factor fibrinogen into the SVZ niche environment and drives NSPC differentiation into astrocytes via BMP signaling^14^. Although the SVZ generates newborn neurons that can contribute to neuronal replacement and functional recovery after stroke, the inhibitory environment around the lesion impedes innate regenerative efforts^38^. Here, we demonstrate that, after cortical injury, the increased permeability of the SVZ vasculature and alterations to the niche microenvironment drastically impact the neurogenic response in the SVZ.

Microglia in the adult SVZ boost the survival and migration of neuronal progenitors under homeostatic condition^13^, and stroke (middle cerebral artery occlusion, MCAO) induces a long-lasting accumulation of a proneurogenic microglia phenotype in the SVZ^39^. Our study revealed that this homeostatic, pro-neurogenic SVZ microglial phenotype switched immediately upon cortical stroke, negatively impacting the neurogenic response for brain repair. Our data suggest that the altered SVZ niche environment evoked by damage to the brain induces a detrimental SVZ microglial state, reducing SVZ neuroblast survival and negatively impacting the innate neuroregenerative processes. Indeed, restoration of the niche environment decreased microglia activation and increased the SVZ-derived neurogenic repair, and microglial depletion increased the formation and survival of newborn neuroblasts in the SVZ (this study). Together, our previous and current work shows that the altered SVZ niche environment after cortical injury induces NSPC-derived astrogenesis^14^ and alters the interaction between SVZ microglia and NSPCs (this study), limiting the innate neurogenic response. Future experiments should address whether different CNS diseases impact the SVZ niche cytoarchitecture and impede SVZ-derived repair processes.

Microglial heterogeneity occurs in a region- and context-dependent manner, owing to their high responsivity to diverse environmental conditions^23^. Nevertheless, the heterogeneity of microglia in the neurogenic niches and the biological implications of this heterogeneity during brain injury and reparative processes remain unclear. We report here heterogeneous microglia activation states in the SVZ stem cell niche under homeostatic conditions and distinct stroke-associated microglial states after PT, and we propose that these states differ in terms of their interaction with NSPCs. Our data reveal the specific transcriptional status of microglial subclusters in different regions and in the context of CNS damage^20,23,25,40^. Our scRNA-Seq results suggest that SVZ microglia display distinct states that change chronologically after stroke, potentially because of the unique environment in the stem cell niche that is not present in other brain regions. We identified stroke-associated microglial states (clusters 1 and 4) with divergent features in the SVZ after PT. Subcluster 1 was linked to pro-inflammatory signaling and predicted TNF cross-communication between NSPCs and microglia, potentially arresting the NSPC cell cycle and inducing neuroblast cell death. Interestingly, adult NSPCs reveal dual effects of TNF-α in the regulation of entry to and exit from quiescence^41^. The potential contribution of TNF interaction between microglia and NSPCs on the cell cycle and inducing neuroblast cell death should be studied in detail in the future. Cluster 4 had characteristics associated with DAM, expressed lipid metabolism genes, such as ApoE, and potentially interacted with NSPCs through the low-density lipoprotein (LDL) receptor-related family of proteins (LRPs). DAM has elevated expression of genes involved in lipid metabolism and phagocytosis, corresponding to the need for plaque clearance in Alzheimer’s disease^26^, but our study revealed increased neuroblast phagocytosis by microglia in stroke-associated SVZ cluster 4 and predicted cross-communication with SVZ NSPCs via the ligand-receptor pair ApoE–Lrp8. Phagocytosis of apoptotic neurons induces ApoE signaling in microglia and their subsequent suppression of a homeostatic phenotype^27,42^. Our data suggest a role for NSPC-expressed LRPs in ApoE-induced signaling in microglia. The diverse roles of LDL receptor family members, including Lrp8, in regulating NSPC differentiation and functionality are just emerging^43,44^.

In general, leveraging SVZ neuroregenerative processes could provide targets for stroke recovery. An emerging concept is the reciprocal interaction between inflammatory cells and NSPCs in CNS disease^45^. Our analysis sheds light on cross-communication between microglia and NSPCs within the SVZ under homeostatic conditions and after stroke. As NSPC–microglia ligand-receptor interactions in the healthy CNS and during disease are still poorly defined, our repository of ligand-receptor pairs will help elucidate the biology of NSPCs and microglia in future studies. It will be important to determine how different SVZ microglial activation states impact innate SVZ-derived regenerative efforts. Strategies to modulate SVZ NSPC–microglia cross-communication may be a promising therapeutic approach to promote the endogenous SVZ neurogenic response for brain repair after stroke, and potentially in other CNS diseases as well.

## Methods

### Animals

C57BL/6 N mice (Charles River) and transgenic mice (C57BL/6 N background) were used. For the analysis of SVZ NSPCs, *Nestin-CreER*^*T2*^ mice^15^ were crossed with *R26-yfp* mice^46^, resulting in *Nestin-CreER*^*T2*^*:R26-yfp* mice. For the analysis of microglia, *Cx3cr1-CreER*^*T2*^ mice^47^ were crossed with *R26-tdTomato* mice to generate *Cx3cr1-CreER*^*T2*^*:R26-tdTomato* mice. To visualize microglia and monocytes, *Cx3cr1-EGFP* ^48^, *HexB-tdTomato*^49^ and *Ccr2-RFP* ^50^ transgenic mouse lines were used. For in vitro acute slice imaging, *Nestin-CreER*^*T2*^*:R26-tdTomato* mice were crossed with *Cx3cr1-EGFP* mice, resulting in *Nestin-CreER*^*T2*^*-R26-tdTomato:Cx3cr1-EGFP* mice. Adult mice of both genders were used. Animals were housed under Institutional Animal Care and Use Committee guidelines in a temperature and humidity-controlled facility with a 12 h light–12 h dark cycle and *ad libitum* feeding. All animal experiments were approved by the Federal Ministry for Nature, Environment, and Consumer Protection of the state of Baden-Württemberg (G16/110, G21/56) and were performed in accordance with the respective national, federal, and institutional regulations.

### Tamoxifen treatment

For the induction of Cre recombinase in *Nestin-CreER*^*T2*^*:R26-yfp* (8–12 weeks old), *Nestin-CreER*^*T2*^*-R26-tdTomato:Cx3cr1-EGFP* (8–12 weeks old), and *Cx3cr1-CreER*^*T2*^*:R26-tdTomato* (6 weeks old) mouse lines, mice were injected subcutaneously with a daily dose of tamoxifen (TAM, Sigma Aldrich, T6548) (180 mg/kg body weight/d, dissolved in corn oil (Sigma Aldrich)) for five consecutive days. PT was performed 5–14 days after the last injection.

### Ancrod treatment

To investigate the fibrinogen-induced phagocytosis of DCX + neuroblasts by SVZ niche microglia after PT, C57BL/6 mice were depleted of fibrinogen with ancrod (NIBSC, 74/581)^14,51^. Briefly, mice received 2.4 U ancrod, 2.0 mg per kg body weight, or saline solution (control), per day via osmotic minipumps (Alzet, Model: 2002, 0.5 μl/h) implanted subcutaneously in their back 2 d before stroke induction. Ancrod was secreted for the duration of the experiment until the mice were perfused.

### Stroke model

Photothrombotic ischemia (PT) was used to induce stroke in the cortex of adult mice as described previously^14,52^. Briefly, 20 min after injection of the photosensitive dye Rose Bengal (Sigma–Aldrich, 330000; 10 μl/g body weight, intraperitoneal), a cold light illuminator was positioned stereotaxically to deliver light (150 W) to the cortex (AP, 0 mm; ML, − 2.4 mm, according to Paxinos and Watson). The region of interest (4 mm diameter) was illuminated for 4 min, and after the light exposure ended, the wound was sutured.

### SVZ compartment microdissection and flow cytometry

Mice were anesthetized with ketamine and xylazine and transcardially perfused with PBS. Brains were immediately harvested and placed in the dissection solution (0.8% glucose and 15 mM HEPES in HBSS) on ice. The lateral SVZ from the hemisphere ipsilateral to the cortical PT site was microdissected according to published protocols^53^. The SVZ tissue was digested with papain (Worthington, 1200 units per 5 mice) in PIPES solution [120 mM NaCl, 5 mM KCl, 50 mM PIPES (Sigma-Aldrich), 0.6% glucose, 1 × Pen/Strep in water, pH adjusted to 7.6] for 10 min at 37 °C, and mechanically dissociated into single cells with fire-polished glass Pasteur pipettes after adding ovomucoid (Worthington, 0.7 mg per 5 mice) and DNase I (Invitrogen, 1000 units per 5 mice) as described^54^. Myelin debris was removed by centrifuging in 22% Percoll (Sigma-Aldrich) for 10 min at 4 °C without brakes.

For single-cell RNA sequencing, cells were incubated in FACS buffer (1% BSA and 1% glucose in HBSS) for 30 min on ice with the following antibodies: anti-CD133 (biotinylated, 1:300, eBioscience), anti-CD11b (Clone: M1/70, Brilliant Violett 605, 1:300, Biolegend), anti-CD45 (Clone: 30-F11, APC-Cy7, 1:200, Invitrogen), anti-Ly6C (Clone: AL-21, anti-Alexa Fluor 700, 1:200, BD Bioscience), anti-CD3e (Clone: eBio500A2, PE, 1:300, eBioscience), anti-CD19 (Clone: MB19-1, PE, 1:200, eBioscience), anti-Ly6G (Clone:1A8, PE, 1:200, BD Bioscience), Fc Block (Clone: 2.4G2, 1:250, BD Bioscience), Live/Dead (DAPI, 1:10000). FACS sorting was performed on a MoFlo Astrios (Beckman Colter) using a 100-µm nozzle at 13.1 psi pressure. Cell gates were defined as follows: microglia CD11b + CD45^low^ and NSPC YFP + cells were sorted on a MoFlo XDP Cell Sorter (Beckman Colter, USA) into 384-well plates containing prepared lysis buffer and processed with the CEL-Seq2 modified protocol^55^.

### Single-cell RNA sequencing

SVZ NSPCs and microglia were obtained as detailed above. Single-cell RNA sequencing was performed using the mCEL-Seq2 protocol, an automated and miniaturized version of CEL-Seq2 on a mosquito nanoliter-scale liquid-handling robot^16,56^. Eight libraries with 192 cells each were sequenced per lane on an Illumina HiSeq 3000 sequencing system (pair-end multiplexing run) at a depth of ~ 130,000–200,000 reads per cell^16^. For quantification of transcript abundance, single cells were sorted in 384-well plates containing RT (reverse transcription) primers (anchored polyT primers having a 6-bp cell barcode, 6-bp unique molecular identifiers (UMIs), part of a 5′ Illumina adapter, and a T7 promoter), dNTPs, Triton X-100 and Vapor-Lock (Qiagen). Prior to sorting, the MoFlo XDP Cell Sorter was calibrated to dispense single cells in the center of each well, and the machine was run using trigger pulse width to exclude doublets. The 384-well plates containing the sorted cells were centrifuged at maximum speed and stored at − 80 °C until library preparation^55^. Libraries were sequenced on a HiSeq3000 Illumina sequencing machine, and the de-multiplexing of the raw data was performed by running bcl2fastq (version 2.17.1.14.).

### Single-cell RNA sequencing data analysis

Three 384-well plates (1152 cells in total) were processed using the mCEL-Seq2 protocol, which uses a 6-bp nucleotide sequence as UMI and another 6-bp nucleotide sequence for barcoding. For quality control, the median-absolute deviation of the total UMIs per cell was computed. Cells with total UMI counts greater than three median-absolute deviations from the median were considered putative doublets and discarded. Cells with greater than 1000 UMIs (i.e., a total of at least 1000 gene counts) were retained, and all others were discarded. For each cell, the percentage of UMIs mapping to mitochondrial gene products (e.g., mt-Co2) was calculated as an indicator of cell quality. Cells with greater than 25% of their library mapping to mitochondrial genes were discarded.

Downstream analysis was performed using the Seurat R package (v4.0.2,^57^). Unless otherwise noted, default parameter values were used. First, count data were normalized to library size and transformed using SCTransform. Next, PCA was performed using the top 2000 variable genes, and the top 11 principal components were selected for linear dimensional reduction. FindNeighbors () was run using 11 PCs, and FindClusters () was run with resolution = 2.0. Cells and clustering results were projected onto 2-D space using the non-linear dimensional-reduction technique UMAP (uniform manifold approximation and projection).

To identify the major cell types, a combination of visual inspection of canonical marker genes and globally distinguishing differential gene expression tests were performed. For all differential expression tests, a Wilcox Rank Sum test was performed using all genes, with a Bonferroni correction for multiple testing, as implemented in Seurat’s FindMarkers () function. Next, the SingleR R package (v1.6.1)^58^ was used to perform automated cell-type annotation. SVZ reference data for the adult mouse brain were taken from Zywitza et al.^11^. Automated cell-type annotations were largely in agreement with manual cell-type labels. In addition, a combined cluster analysis between data from the current study and Zywitza’s study provided further confidence in the accuracy of cell-type labeling. Importantly, we did not observe a separation between studies due to technical artifacts such as mitochondrial gene percentage or sequencing platform (Supplementary Fig. 2). To better understand cell-type-specific responses after PT, a subclustering analysis was performed on NSPC and microglia separately. For each cell type, variable gene selection, SCTransform, PCA, and UMAP reduction were repeated. For NSPCs, the top eight PCs were used, and resolution = 0.8 was selected in FindClusters (). For microglia, the top seven PCs were used, and resolution = 0.4 was selected in FindClusters (). For the trajectory analysis, the Slingshot R package was used^59^. Briefly, new UMAP coordinate embeddings for each cell type were used as input for Slingshot. The resulting pseudotime values and lineages were overlaid on UMAPs.

To characterize the microglial subclusters, lists of differentially expressed genes (DEGs) were curated from various scRNA-seq studies on microglia^20,23–27,36^. DEGs were computed between the injury- or damage-associated microglia and stroke-associated microglia for each study, respectively. Only genes with a log2 fold-change threshold of 0.25 and adjusted *p*-value less than 0.001 were retained, and sets of DEGs that were shared between studies or unique were tabulated. Venn diagrams of overlapping DEGs were generated using the Eulerr R package (https://cran.r-project.org/web/packages/eulerr/index.html). For enrichment analysis, differentially expressed genes with adjusted *p* < 0.05 of microglia clusters 0, 1, and 4, were subjected to g:Profiler, a public web server (https://biit.cs.ut.ee/gprofiler/gost). The queried list in the Gene Ontology (GO) Biological Process was then plotted using the ggplot2 R package.

### Ligand–receptor analysis

To investigate potential signaling pathways between NSPCs and microglia, the CellPhoneDB method^37^ was adapted to perform an unbiased ligand-receptor co-expression screen. Briefly, a reference list of known human ligand-receptor pairs was pulled^60^ and was converted into mouse orthologs using the biomaRt R package (v2.48.0)^61^. The ligand-receptor score was defined as the mean of the average log-normalized expression of the receptor gene by one cell type and the average log-normalized expression of the ligand gene by another cell type. To identify enriched ligand-receptor pairs, a permutation test was performed with 1000 random shuffles of cell type and time-point classification. This generated a null distribution of interaction scores for each ligand-receptor pair. Lastly, the interaction scores of the actual labels (ligand cell A, receptor cell B, time-point) were compared to the null distribution, and *p*-values were calculated as the proportion of null scores that were equal to or greater than the actual interaction score.

### In situ hybridization and RNA scope

Fixed frozen sections mounted on super frost slides were prepared as described above. In situ hybridization was performed using the RNA scope Multiplex Fluorescent Kit v2 (Advanced Cell Diagnostics Cat #: 323100). After washing with PBS, slides were incubated at 60 °C for 30 min (all incubations were performed in an Advanced Cell Diagnostics Hyb-EZ Oven). After 15 min post-fixing in 4% PFA/PBS at 4 °C, slides were dehydrated in a graded ethanol series and incubated in 1 × Target Retrieval Solution at 95 °C for 5 min. Slides were washed with distilled water and rinsed with 100% EtOH. Slides were left to air-dry, followed by incubation in RNAscope Protease III solution at 40 °C for 30 min. After incubation, slides were washed with distilled water and incubated in probe solution for 2 h at 40 °C. The following probes were purchased from Advanced Cell Diagnostics (ACD): Mm-Apoe-C2 (Cat #:313271-C2, 1:50), Mm-Apoe (Cat #:313271, working dilution), Mm-Lrp8-C2 (Cat #:416801-C2, 1:50). After probe hybridization, each amplifier was individually incubated for either 15 or 30 min at 40 °C, according to the manufacturer’s protocol. After each individual fluorophore incubation, slides were washed with RNAscope 1 × Wash Buffer. After in situ hybridization, slides were washed with PBS, and immunohistochemistry was performed with appropriate primary antibodies as described above, followed by nuclear counterstaining with DAPI.

### Microglia depletion

For pharmacological ablation of brain microglia, mice were fed PLX5622-formulated AIN-76A diet (1.2 g PLX5622 per kilogram of diet, Plexxikon) *ad libitum*^62^, with normal AIN-76A diet (Plexxikon) as control. Mice were fed with the PLX5622 diet for 12 days. PT was performed 5 days after the start of the PLX5622 diet, and mice were sacrificed 7 days after PT.

### EdU labeling

To label proliferating SVZ microglia and NSPCs, C57BL/6 mice were intraperitoneally injected with EdU (50 mg/kg body weight, Invitrogen) either immediately after PT and then at 6, 12, and 18 h after PT (for PT D1) or for 3 consecutive days before sacrifice (for PT D3 and PT D7). Mice were sacrificed 4 hours after the last injection.

### Acute slice imaging and image processing

*Nestin-CreER*^*T2*^*-R26-tdTomato:Cx3cr1-EGFP* mice were decapitated under ketamine/xylazine anesthesia; the brain was quickly removed and placed in Petri dishes filled with ice cold artificial cerebrospinal fluid (ACSF) composed of 126 mM NaCl, 2.5 mM KCl, 26 mM NaHCO_3_, 1.25 mM NaH_2_PO_4_, 2 mM CaCl_2_, 2 mM MgCl_2_, and 10 mM glucose and was saturated with 95% O_2_/5% CO_2_. The brain was cut coronally into 350-μm-thick slices using a vibratome (VT1200S, Leica) at a speed of 0.06 mm/s and vibration amplitude of 1.5 mm in ice-cold ACSF. The brain slices were allowed to recover in ACSF for 30 min at 32 °C and then adapted to RT. Slices were imaged with a Zeiss laser-scanning confocal microscope (LSM 800, Zeiss) and perfused continuously with bath solution (ASCF saturated with 95% O_2_/5% CO_2_) at a rate of 3 ml/min, maintained at 35 °C. Confocal images were collected as z-stacks at 2-minute intervals for 40–45 min (hyperstacks). Image analysis was performed with FIJI software (https://imagej.net/Fiji/Downloads). The hyperstacks were corrected for drift using the Correct 3D Drift and PoorMan3Dred plugins. Phagocytotic events were counted manually using XY and XZ projections. Microglial density was measured using the Cell Counter plugin, and microglial trajectories were calculated with the MTrackJ plugin.

### Histology and immunohistochemistry

Mice were transcardially perfused with ice-cold saline, followed by 4% PFA in phosphate buffer under ketamine and xylazine anesthesia, and brain samples were removed, cryoprotected, embedded in OCT (Tissue-Tek), and frozen on dry ice. Brain samples were cut into 30- or 14-μm coronal sections and immunohistochemistry was performed on these sections as described^63^. For EdU detection, we used the Click-iT Plus EdU Imaging kit (Fisher Scientific), according to manufacturer’s protocol. To measure the infarct volume, 40-μm thick coronal sections were cut from wild-type mouse brains 7 days after PT and then counterstained with hematoxylin/eosin, dehydrated in a graded ethanol series, cleared in xylene, and cover-slipped with Permount (Fisher Scientific).

Briefly, sections were permeabilized with PBS-triton 0.1% (14-μm-thick sections) or PBS-triton 0.3% (30-μm-thick sections) for 30 min, blocked in 5% BSA for 1 h and finally incubated overnight with primary antibody in PBS with 1% BSA. Primary antibodies used were rabbit anti-Iba1 (1:500, Wako, 019-19741), goat anti-CD31 (1:500, R&D Systems, AF3628-SP), guinea pig anti-Doublecortin (1:1000, Millipore, AB2253), rat anti-GFAP (1:2000, Invitrogen, 13-0300), goat anti-GFP (1:2000, Abcam, ab5450), rabbit anti-GFP (1:2000, Abcam, ab290), sheep anti-Fibrinogen (1:500, US Biological, F4203-02F), goat anti-Nestin (1:200, Santa Cruz, sc-21249), goat anti-Nestin (1:500, Antibodies-Online, ABIN188165), rabbit anti-TMEM119 (1:500, Abcam, ab209064), rat anti-CD68 (1.200, Biorad, MCA1957), rabbit anti-C1qb (1:200, Abcam, ab182451), rabbit anti-P2ry12 (1:500, Sigma Life Science, HPA014518), rabbit anti-Sox2 (1.2000, Abcam, ab97959), rabbit anti-Mash-1/Achaete-scute (1:500, Abcam, ab74065), rabbit anti-RFP (1:2000, Rockland, 600-401-379), mouse anti-iNOS (1:200, BD Bioscience, 610329), rabbit anti-Gas6 (1:25, R&D Systems, AF986), rat anti-Ki67 (1:200, Invitrogen, 14-5698-82), goat anti-ApoE (1:50, Invitrogen, PA1-26902), rabbit anti-ApoE (1:50, Abcam, ab183597), rat anti-CD45 (1:100, BD Pharmingen, 553079), mouse anti-EGFR (1:100, Merck Millipore, 05-1047), rabbit anti-Lrp8 (1:50, ThermoFisher, bs-6651R), rabbit anti-NeuN (1:500, Abcam, ab177487), mouse anti-Olig2 (1:200, Merck Millipore, MABN50), rabbit anti-S100β (1:2000, Abcam, ab868). Secondary antibodies used included donkey antibodies to rabbit, rat, guinea pig, mouse, sheep, and goat conjugated with Alexa Fluor 488, 594, or 405 (1:200, Jackson ImmunoResearch Laboratories). Sections were cover-slipped with DAPI (Southern Biotechnology).

### TUNEL and ApopTag assays

TUNEL assays were carried out using the In Situ Cell Death Detection Kit (Roche), according to the manufacturer’s instructions. Briefly, specimens were permeabilized with PBS containing 0.3% Triton-X 100 for 30 min and subsequently incubated with the TUNEL reaction solution mixture in a humidified 37 °C chamber for 1 h. For co-labeling, specimens were washed three times with PBS containing 0.1% Triton X 100, followed by blocking and primary and secondary antibody treatments as described above. ApopTag assays were carried out using the ApopTag Red In Situ Apoptosis Detection Kit (Merck) according to the manufacturer’s instructions with a few modifications. Briefly, specimens were permeabilized in PBS containing 0.3% Triton-X 100 for 15 min and subsequently incubated with ethanol:acetic acid (in a proportion of 2:1) at − 20 °C for 5 min, followed by blocking and then primary and secondary antibody treatments, as above. Thereafter, specimens were treated with equilibration buffer for 10 min at RT, followed by treatment with a working strength TdT enzyme mixture for 1 h at 37 °C in a humid chamber. The enzymatic reaction was stopped with the working-strength stop/wash buffer supplied with the kit. Specimens were then treated with anti-digoxigenin conjugate for 30 min at 37 °C in a humid chamber, followed by washing steps and mounting with DAPI-Fluoromount.

### Microscopy

For mouse tissue, z-stack images (0.5–1 µm per stack) were acquired on a Leica TCS SP8 laser confocal microscope with 20 ×, 40 ×, or 63 × oil-immersion objectives. Representative images were acquired by combining Z-stack images into a maximum-intensity projection with the LAS AF image-analysis software (Leica). All imaged sections (3–4 sections per brain) belonged to the plane of injury. For the overview images of the lesion core and SVZ, a tile-scan image was acquired. Cell number counts and colocalization in the SVZ and Cortex: For quantification of the number of cells in the SVZ, a volumetric area of approximately 290 × 72 × 30 µm in the ipsilateral hemisphere of the lateral SVZ was imaged per section. For quantification of the number of cells in the cortex, a volumetric area of approximately 290 × 290 × 30 µm was imaged per section, followed by axis clipping and rotation of the 3-D-rendered images. Colocalization of different markers was analyzed with LAS AF analysis software by displaying the z-stacks as maximum intensity projections and using axis clipping and rotation of the 3-D-rendered images. Images were generated from z-stack projections (0.35 µm per stack) through a complete cortical lesion area. For quantification of RFP+Iba1 +, RFP+Iba1^low^, and RFP+Iba1− cells in the SVZ and the cortex of *HexB-tdTomato* mice and in the SVZ of *Cx3cr1-CreER*^*T2*^*:R26-tdTomato* mice, each RFP + microglial cell was categorized according to its level of Iba1 expression. For microglia–blood vessel contacts: An area of 290 × 72 × 30 µm in the ipsilateral hemisphere of the lateral SVZ was imaged per section. For quantification of the area of overlap of microglia with blood vessels, Cx3cr1-GFP + CD31 + colocalized areas were analyzed. For immunoreactivity analysis: An area of 290 × 72 × 14 µm in the ipsilateral hemisphere of the lateral SVZ was imaged. The maximal projected signals were saved as TIFFs. In ImageJ (NIH), the images were converted into black-and-white 8-bit images and thresholded. The total IR was calculated as area density, defined as the number of pixels (positively stained areas) in the imaged field. ApoE and CD68 immunoreactivity were calculated for all outlined SVZ microglia and are expressed as a percentage of the area of Iba1 + or Iba1−RFP + microglia, respectively. ApoE and Lrp8 signal analysis: To quantify ApoE and Lrp8 signal intensity in SVZ NSPCs, every Cx3cr1-GFP + and Nestin-TdTomato+ nuclei were individually selected and quantified. Calculated immunoreactivity values from individual NSPCs expressing Lrp8 and ApoE were averaged. The representative images were acquired with a Leica TCS SP8 laser confocal microscope with a 40 × oil-immersion objective. Images were generated from z-stack projections (0.35–1.0 µm per stack) through a distance of 1 µm. ApoE and Lrp8 proximity analysis: First, ApoE + RFP + cells and Lrp8 + DCX + cells were identified with the Z-stack IMARIS function. Cells were reconstructed using the surface mode. IMARIS provided the smallest distance between reconstructed cells. To demonstrate the presence of Lrp8 in DCX + cells, the spots mode was used to quality-check the signal. Neuroblast migration towards the lesion border: An area of 775 × 775 µm was imaged per section, to simultaneously show part of the SVZ and the lesion core. DCX + Sox2 − cells that had migrated from the SVZ toward the lesion core were counted manually.

### Infarct volume quantification

The ischemic lesion was clearly delineated as a region of pallor within the cortex. The infarct was outlined with Image J on coronal sections spaced 240-μm apart, as previously described^64^. Infarct volumes were derived by calculating the average infarct area between slices and multiplying by the distance between the start and end slices.

### Three-dimensional microglia reconstruction

Free-floating 30-μm cryosections from brains of *Cx3cr1-EGFP* mice were permeabilized with PBS-triton 0.3% for 30 min, blocked in 5% BSA for 1 h and finally incubated overnight with rabbit anti-GFP (1:200, Abcam) in PBS with 1% BSA, followed by Alexa Fluor 488/594-conjugated secondary antibody (1:200, Jackson ImmunoResearch Laboratories). Sections were cover-slipped with Fluoromount containing DAPI (Southern Biotechnology). Images were acquired with a Leica TCS SP8 laser confocal microscope with 40 × or 60 × oil-immersion objectives. Z-stacks were collected with a 0.5–1.0 µm step size at 1024 × 1024 pixel resolution, and then images were analyzed in IMARIS software (Bitplane) and further analyzed as reported, with modifications^65^. Three-dimensional reconstruction was performed using IMARIS Filament Tracer with no loops allowed and spot-detection mode to determine the start and end points of microglial process extensions. Although the analysis was performed automatically by the IMARIS software, we separately verified that each microglial process originated from one defined cell and manually removed false connections. In addition, IMARIS Surface Rendering was implemented to render the microglial soma separately.

### Statistical analysis

Data are shown as the means ± SEM. Differences between groups were examined with one-way ANOVAs for multiple comparisons, followed by Bonferroni corrections for comparison of means; differences between two experimental groups were assessed by non-parametric unpaired Mann–Whitney tests or unpaired two-tailed Student’s *t* tests. Analyses were conducted in GraphPad Prism (GraphPad Software, Version 6.0, La Jolla, USA). Differences were considered significant when the *P*-value was < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files In the "Description of Additional Supplementary Files" please change "Supplementary Table 1:" to "Supplementary Data 1:" 

Supplementary Data 1

Supplementary Movie 1

Reporting Summary

## Source data

Source data

## Data Availability

The scRNA-Seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE275939. Source data are provided in this paper.

# Supplementary material for: Interaction between subventricular zone microglia and neural stem cells impacts the neurogenic response in a mouse model of cortical ischemic stroke
**Source:** Nat Commun. 2024 Oct 24;15:9095. doi: 10.1038/s41467-024-53217-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files In the "Description of Additional Supplementary Files" please change "Supplementary Table 1:" to "Supplementary Data 1:"

**Description of Additional Supplementary Files**

**Supplementary Data 1:** Differentially expressed genes (DEGs) of SVZ NSPCs (sheet 1) and microglia (sheet 2), as well as the microglia DEG shared with independent transcriptomic studies of neurodegenerative disease– associated microglia (DAM and IRM, 1 and 7 days after PT (sheet 3) and the full ligand–receptor pair list (sheet 4).

**Supplementary Movie 1:** Representative 3-D view of a GFP+ microglia phagocytosing a tdT+ NSPC in the SVZ 7 days after PT in an acute brain slice from a Nestin-CreERT2- R26-tdTomato:Cx3cr1-EGFP transgenic mouse. Scale bar, 20 μm

How the deposited data were processed for this re-analysis (not part of the article)

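The authors sorted SVZ microglia and NSPCs of uninjured mice and of mice 1 day and 7 days after PT into 384-well plates and made mCEL-Seq2 libraries of 192 cells, which add a 6-base UMI and a 6-base cell barcode to each molecule. Reads were demultiplexed with bcl2fastq 2.17.1.14 and, by the text that describes the study's design, aligned to GRCm39. The aligner, the counting program and the gene annotation are not given in the sources used here. The deposited counts are whole numbers of UMIs per gene and cell that the authors made from these reads, and no normalization had been applied to them. The authors kept cells with more than 1000 UMIs, within 3 median absolute deviations of the median and with at most 25% mitochondrial UMIs, and only these 658 cells are in the matrix, so neither the cells that failed nor the reads could be examined. The table deposited by the authors gives for each cell its library, its condition, its class, its subcluster, its number of UMIs and its percentage of mitochondrial UMIs, which they computed from the same counts. The columns of that table hold the values of single cells, and 11 of them were not used. Of the 34203 rows of the matrix 92 are ERCC spike-ins, which held 0 UMIs, and 21136 genes held at least 1 UMI.

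For tests between conditions, UMIs were summed over the microglia or the NSPCs of each of the 6 libraries, and the 3 conditions were fitted together in edgeR 4.0.16 with TMM normalization, the filterByExpr filter, a trended dispersion and the quasi-likelihood F-test. The p values were adjusted by the Benjamini-Hochberg method over all genes tested in a class, and a gene was called at an adjusted p under 0.05. A library with fewer than 10 cells of a class would have been left out, which was never needed in the chosen setting. Libraries and not cells were the replicates, whereas the paper's tests of markers and its permutations of interaction scores took cells as replicates. The plate and the mice behind each library are not given in the sources used here, so a difference between conditions may also be a difference between plates or batches, and no fit could separate them. Without TMM normalization the median log2 fold change over all genes was -0.0863 in microglia at PT D1, -0.245 at PT D7 and -0.114 between the PT conditions, and 0.103 in NSPCs at PT D1.

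Libraries of the same number in different conditions could have been handled together, so the deviations of each library from its condition's mean were correlated across genes between libraries of the same number. In microglia these correlations were 0.22, 0.193 and 0.262, and in NSPCs 0.095, -0.0581 and -0.041. Counts of genes with the library number as a block are therefore given beside the others in microglia. The blocked fit rests on the assumption that equal numbers mean a shared batch, which no source states, and for PT D7 the number was read from the last digit of the cell names.

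The alternatives were DESeq2 1.42.0, no TMM normalization, no filter on low counts, at least 10 counts in every library, the library number as a block, only the 2 conditions compared, each library left out in turn, cells with at least 2000 UMIs, cells with at most 10% mitochondrial UMIs, cells thinned to 1000 UMIs, and cells without 3 or more of the marker genes of the other class. The fit without cluster 3 cells, the gene set tests with an estimated correlation and the fit of class and condition together were chosen after the data had been seen.

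The genes named in the text were chosen by a rule fixed before the counts were read. It takes every gene that the results section or Figs. 1 to 3 name for the sequencing data, the genes of fixed lists for the pathways of Fig. 2g, and for each comparison the 3 largest rises and the 3 largest falls among the genes called with a mean of at least 50 CPM, where every library of one condition lay beyond every library of the other. Genes named in the closing section for a test of its own were added with that test. Malat1 was named because only 4 genes were called in NSPCs at PT D7, after its value had been seen.

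Shares of cells are those of the authors' subclusters. Shares of cells with a UMI of a gene were taken after every cell had been thinned at random to 1000 UMIs, with unthinned shares beside them. Exact Clopper-Pearson intervals at 95% and an upper limit of 3 counts for a count of 0 cover counting error only. Clusters were drawn again with Seurat 5.3.0 and sctransform 0.4.2 from 2000 variable genes, with 7 principal components and a resolution of 0.4 for microglia and 8 and 0.8 for NSPCs. Pseudotime came from scanpy 1.11.5 with 8 principal components, and 15 as the alternative, since Slingshot was not installed. Gene sets were tested with camera and fry from limma 3.58.1. Interaction scores follow the paper's formula, with UMIs per 10000 of a cell in natural logarithms of 1 plus the value. The fixed lists hold 14 genes of stress, TNF, Toll-like receptor and STAT3 responses, 12 of lysosomes, endocytosis and MHC class I, and 10 of the dissociation response, of which Lyz2, H2-K1 and Hspa1b are not rows of the matrix. Some genes of the stress and lysosome lists had been seen in the paper's supplementary table, made from these same cells. Gene positions come from the GENCODE annotation of GRCm39, which lists 184 of the 186 genes looked up. R 4.3.3 and Python 3.11.15 were used, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.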

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

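The fits of each class between conditions and their alternatives were set before the data were examined. The test of the genes changed at PT D1 against genes whose UMIs go together at a cell number was set before its result was seen. The other tests by which an explanation is weighed in this part were chosen after their results or the values behind them had been seen.

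In microglia at PT D1, Il1r2 and Msr1 had the largest rises among the genes that the naming rule gives and that the paper does not discuss. Il1r2 had a log2 fold change of 4.42, from 2.83 and 10.4 CPM in the uninjured libraries to 179 and 141, and was called in every alternative run. Msr1 had a log2 fold change of 4.28, from 5.66 and 8.30 to 179 and 114 CPM. Its call was lost without uninjured library 1, at an adjusted p of 0.0517 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over all alternatives the adjusted p was 2.7e-14 to 0.0517. Reads counted in several libraries at the same cell barcode are argued against for the genes changed at PT D1 as a set. Of the 261 changed genes that could be examined, 19 (7.28%) had UMIs that go together at the same cell number, where lists matched for expression held 7.78% on average and 10.7% at the upper end of their 95% range. A stronger dissociation response at PT D1 stays open. The dissociation genes had a median log2 fold change of 1.32 in microglia and of 2.23 in NSPCs. The cluster 1 genes had 2.82 in microglia, but they were chosen on these same cells, so the comparison of medians decides nothing. By camera with a preset correlation their rise in microglia had an adjusted p of 0.00312, which fry (0.192), an estimated correlation (0.357) and leaving out PT D1 library 2 (0.322) did not call. The median, 0.987 on the log scale of camera, was 0.0561 without PT D1 library 2, so most of the rise comes from that library. With any 1 library left out, the 7 cluster 1 genes kept log2 fold changes of 1.46 or more. In microglia of PT D1 library 1 the listed dissociation genes as a set thus rose little, while the cluster 1 genes rose. The list is short, and its median of 2.23 in NSPCs of the same libraries was not split by library. A dissociation response therefore stays open for the cluster 1 genes in both PT D1 libraries. A difference between plates stays open as well, since each condition may have had its own plate. An activation of microglia after PT remains a hypothesis beside these.

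In microglia at PT D7, Ccl4 (log2 fold change 4.02) and Ccl3 (2.81) rose, and the paper does not discuss them at that time. Ccl4 went from 25.5 and 22.8 CPM in the uninjured libraries to 505 and 289, and Ccl3 from 51.0 and 56.0 to 455 and 304. Neither was called without uninjured library 1 (adjusted p = 0.116 for both in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or uninjured library 2 (0.0860 and 0.0735), and Ccl4 was not called without PT D7 library 1 (0.0629). Over all alternatives the adjusted p was 5.0e-21 to 0.252 for Ccl4 and 5.0e-12 to 0.731 for Ccl3. Of the 8 genes changed at PT D7, 3 had UMIs that go together at the same cell number (37.5%, against 10.5% on average in matched lists, whose 95% range also reached 37.5%), so reads shared between libraries were not excluded for this small set. Of these 3 genes 1 was higher and 2 were lower, so at most 1 of Ccl4 and Ccl3 is among them. Dissociation genes had a median log2 fold change of -0.11 at PT D7 in microglia, so a rise of the response as a whole was not seen then. Plate and condition cannot be told apart, because no source gives which condition was on which plate.

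In NSPCs at PT D1, Klf10 (log2 fold change 3.31) and Junb (2.87) had large rises that the paper does not discuss. Klf10 went from 9.58 and 19.4 CPM to 82.0 and 239 and Junb from 0 and 31.4 to 142 and 205. Neither was called without PT D1 library 2, at an adjusted p of 0.592 and 0.163 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over all alternatives the adjusted p was 8.2e-11 to 0.592 and 2.8e-08 to 0.163. Junb is itself on the list of dissociation genes, whose median log2 fold change in NSPCs was 2.23. A dissociation response and a difference between plates shared by both classes therefore stay open for these genes. An equal shift in both classes is less clear for Junb. Its change differed between microglia and NSPCs (log2 difference -2.52, adjusted p = 0.0101 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This held only in the fit of both classes together with a term for each library, chosen after the data were seen. Of the 124 genes changed in microglia at PT D1 and tested in NSPCs, 101 (81.5%) had the same sign in NSPCs, against 63.9% of 3158 unchanged genes, which a shared response to PT would also give. RNA of microglia carried into NSPC wells is argued against for the 12 genes higher in both classes, among which Klf10 and Junb are not. These stood in NSPCs at a median of 89.8% of their microglial level, with 13.3% as the lowest for Srgn, where 6 microglial marker genes stood at 0.683 to 5.19%.

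Among the genes that the paper names, 7 in microglia and 1 in NSPCs had changes of opposite sign against uninjured mice at PT D1 and PT D7 and were called in a direct test of PT D7 against PT D1, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all genes tested this contrast called 184 in microglia and 31 in NSPCs. Both changes share the uninjured libraries, so they are compared only through this contrast. In microglia Socs3 was lower at PT D7 than at PT D1 (log2 fold change -3.01, adjusted p = 0.000498) and so was Tlr7 (-2.49, adjusted p = 0.00113), and both were called in every alternative run. Npnt was higher at PT D7 (4.57, adjusted p = 0.00494, over all alternatives 3.9e-08 to 0.0698), with 6.08 and 0 CPM at PT D1 and 79.4 and 66.7 at PT D7, and was not called without PT D7 library 1 (0.0698). Ly86 was higher (1.48, adjusted p = 0.0104, over all alternatives 2.6e-05 to 0.0732), with the highest value without PT D7 library 1. Clec7a was higher (2.72, adjusted p = 0.0273, over all alternatives 0.000669 to 0.303), and its call was lost without PT D1 library 2 (0.0696), PT D7 library 1 (0.105) or PT D7 library 2 (0.303). Igfbp4 was higher (2.18, adjusted p = 0.0280) and lost its call in 8 of 14 alternatives, with an adjusted p of 0.00474 to 0.152 over them. Sema4d was higher (1.37, adjusted p = 0.0444) and lost its call in 8 of 16 alternatives, with 0.0131 to 0.201 over them. In NSPCs Socs3 was lower at PT D7 (-2.63, adjusted p = 0.0412, over all alternatives 2.3e-05 to 0.999) and lost its call in 5 of 12 alternatives, among them without PT D7 library 2 (0.555). A difference between the plates of the PT D1 and PT D7 libraries and a change over time after PT cannot be told apart with 2 libraries per condition, since no source gives which condition was on which plate. The dissociation genes, at a median log2 fold change of 1.32 at PT D1 and -0.11 at PT D7 against uninjured microglia, leave a part of Socs3's fall open to handling.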

How the results depend on the processing

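The fit without cluster 3 cells and the gene set tests with an estimated correlation were chosen after the results had been seen. So were the fits of both classes together, without and with a library term. The other alternatives were set before the data were examined. Of the values of single genes under the alternatives, 902 kept their direction and their side of the threshold, 131 were no longer called, 50 were newly called and 2 reversed. Of the shares of cells, 152 moved by less than the spread between libraries and 43 by more, and of the interaction scores 154 and 28. In 1 more a score difference larger than that spread turned its sign, and smaller ones that turned, as for Igf2 with Igf1r at PT D1 (-0.204, 0.131 without uninjured library 2), are counted by how far they moved.

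In microglia 276 genes were called at PT D1, 184 between PT D7 and PT D1 and 8 at PT D7. DESeq2 called 101 and 88 genes in the first 2 of these comparisons, and no filter on low counts gave 541, 422 and 35. At least 10 counts in every library left 4 at PT D7. With the library number as a block the counts were 639, 462 and 43. With cells thinned to 1000 UMIs, which left 905 genes to test, they were 58, 34 and 2, and without cells holding 3 or more genes of the other class, which left 2718 genes, they were 180 at PT D1 and 1 at PT D7. With only the 2 conditions compared, 94 genes were called between PT D7 and PT D1. Without cluster 3 cells, chosen after the data were seen, 281 genes were called between PT D7 and PT D1 and 19 at PT D7. Leaving out 1 library at a time gave 45 to 538 genes at PT D1, 46 to 418 between PT D7 and PT D1 and 0 to 38 at PT D7. The lowest counts came without uninjured library 1 at PT D1 (45) and PT D7 (0, with 184 at an unadjusted p under 0.05) and without PT D7 library 1 between the PT conditions, and the highest without PT D1 library 1 (538 and 418) or PT D1 library 2 (38). Counts also moved by more than 1.5 times without uninjured library 2, to 54, 112 and 1 at PT D1, between the PT conditions and at PT D7. Between the PT conditions the count was 104 without uninjured library 1 and 77 without PT D7 library 2, and at PT D7 33 without PT D1 library 1 and 4 without PT D7 library 1. Where a library is left out, the single library left in its condition is assumed to vary like the others. Apart from the smaller number of genes tested or of libraries, the cause of these differences was not tested.

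In NSPCs 104 genes were called at PT D1, 31 between PT D7 and PT D1 and 4 at PT D7. DESeq2 called 17, 6 and 2. No filter on low counts gave 69 between PT D7 and PT D1 and 8 at PT D7, and at least 10 counts in every library gave 44, 9 and 0, the last with edgeR, where DESeq2 called 2 genes without this filter and 73 had an unadjusted p under 0.05. The block gave 88 and 16 genes in the first 2 comparisons, cells thinned to 1000 UMIs, which left 489 genes to test, gave 4, 3 and 1, and leaving out cells with 3 or more genes of the other class gave 57 and 17. Leaving out 1 library at a time gave 39 to 229 genes at PT D1, the lowest without uninjured library 2 and the highest without PT D7 library 1, 23 to 109 between PT D7 and PT D1, and 6 to 18 at PT D7. Beside these, 166 genes were called at PT D1 without PT D7 library 2. Between the PT conditions 109 were called without uninjured library 1, 94 without uninjured library 2, 106 without PT D1 library 1 and 91 without PT D7 library 1. At PT D7 each library left out raised the count by at least 1.5 times, to 15 and 6 without uninjured library 1 and 2, 18 without either PT D1 library, and 11 and 7 without PT D7 library 1 and 2. The cause was not tested. Cells with at most 10% mitochondrial UMIs numbered 2 to 15 NSPCs per library, so no fit of NSPCs was made in that setting.

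Among single genes 2 values reversed, Elf3 (-0.28) and Evpl (-0.93) in microglia at PT D1 without PT D1 library 2, where they had risen with it. With the other libraries left out in turn they reached 3.04 and 3.82, without uninjured library 2. P2ry12, Cx3cr1, Gpr34, Tmem119, Id2, Mt1, Mt2, Socs3, Il1r2, Cd300lf and Enpp2 were called in microglia at PT D1 in each alternative run, and Mt2 and Ttr in NSPCs. At PT D7 in microglia, every one of the calls for Apoe, Axl, Ccl4, Ccl3, Ttr, Enpp2 and Ddit4 was lost in at least 1 alternative, above all without uninjured library 1, which leaves 1 uninjured library.

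The share of activated type B cells at PT D1 was 35.2% and became 40.8% in the clustering by the paper's stated settings, 39.7% in cells with at least 2000 UMIs and 5.88% in cells with at most 10% mitochondrial UMIs. Leaving out 1 library at a time, it was 31.6 to 36.5%, the uninjured share of these cells 6.78 to 25.0% and the type C share at PT D1 7.69 to 26.3%, where a lone library is left. The median pseudotime of NSPCs at PT D1 minus uninjured was then -0.242 to -0.164 and at PT D7 minus uninjured -0.0584 to -0.0376. Type C cells with a Gas6 UMI at PT D1 went from 0% to 11.1% without thinning, and with a Bcl2 UMI at PT D7 from 0% to 4.55% when thinned to 2000 UMIs and 26.1% without thinning, as a deeper sample of each cell gives more UMIs. The score of Igfbp4 with Fzd8 at PT D7 minus uninjured reversed to -0.0189 in cells with at most 10% mitochondrial UMIs. The cause of the other differences was not tested.

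In the fit of both classes together, chosen after the data were seen, 0 genes differed in their change between microglia and NSPCs at PT D1. At PT D7 there were 0 as well. With a term for each library, added after these values were known, 18 genes at PT D1 and 3 at PT D7 did. The library term removes what both classes of a library share.

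The call for the DAM list at PT D1 was lost with an estimated correlation (adjusted p = 0.101), a test chosen after the data were seen. The IRM list at PT D1, which was not called, changed direction without ribosomal protein genes (adjusted p = 0.284). The dissociation list at PT D7, not called either, changed direction without uninjured library 2 (0.815) and without PT D7 library 1 (0.721), and leaving out uninjured library 1 gave the lowest adjusted p (0.131). The overlaps of cluster 1 and cluster 4 genes with the DAM and IRM lists kept their direction and their side of the threshold with the background of genes found in at least 10% of microglia. The self-test, in which changes of 2-fold were recovered for 1% to 13.5% of genes, covers the comparisons of PT D1 and PT D7 with uninjured mice in edgeR, and neither PT D7 against PT D1 nor the alternatives were simulated.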

Differences from the paper's values

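No value that the paper states for a measure also computed here differed by more than 1.5 times and by more than the spread between libraries. The shares of clusters in Fig. 1l, read by eye, were among these, as were the 4 overlaps with DAM and IRM genes and 22 marker shares. In some rankings and directions the results differ from the paper's text. P2ry12 RNA fell in microglia at PT D1, whereas the paper's immunolabeling shows more P2ry12 protein then in a fraction of SVZ microglia. These are unlike measures, and the difference was not resolved here.

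The paper gives the interaction of ApoE with Lrp8 as the one with the highest score. At PT D7 its score was 1.63, the third of 87 pairs, after C1qb with Lrp1 at 2.08 and Apoe with Lrp1 at 1.72, and in PT D7 library 1 alone it ranked 5 and in library 2 it ranked 3. In none of the conditions did it rank first by this score over all cells, and whether the paper ranks pairs by another quantity is not given in the sources used here. Between cluster 4 and the subclusters of NSPCs at PT D7 its score was 2.34 to 2.48, and other pairs were not scored by cluster. The paper's test permutes cell labels and takes cells as replicates, whereas the scores here are compared between 2 libraries per condition without a test.

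The paper describes the Igf2, Kitl and Gnai2 pathways as present in uninjured mice alone. At PT D7 the 3 pairs of Igf2 still had 22.6 to 68.6% of the uninjured score, the 2 pairs of Kitl 37.5 to 39.5% and the 21 pairs of Gnai2 80.6 to 97.1%. The score is a mean of ligand and receptor, so a receptor such as Igf1r keeps it up when the ligand is nearly absent, and whether the paper calls a pathway present by another quantity, such as its permutation test, was not settled here. Without uninjured library 2 the score at PT D7 minus uninjured was 0.0875 for Igf2 with Igf1r and 0.0956 for Gnai2 with Igf1r, above 0 where all libraries gave -0.247 and -0.132. Igf2 and Kitl did fall in microglia at PT D1, but Igf2 lost its call in 5 of 15 alternatives and Kitl in 5 of 12. For Igf2, RNA of choroid plexus cells in the uninjured libraries is a candidate explanation. The paper describes Igfbp4, Npnt, Ly86, Sema4d and Calr as weaker at PT D1 and increased at PT D7. Of the 16 pairs of these ligands, 15 had a lower score in both PT D1 libraries than in both uninjured ones, and the exception was Npnt with Itgb1 at 122% of the uninjured score. Over all cells each of the 16 pairs had a higher score at PT D7 than at PT D1, and for 14 both PT D7 libraries lay above both PT D1 libraries. Over all cells the scores at PT D7 were below the uninjured ones for Igfbp4 with Lrp6, at 72.1%, all 5 pairs of Sema4d, at 86.4 to 90.2%, and all 6 of Calr, at 90.7 to 95.7%. This direction is not settled, since the score at PT D7 minus uninjured turned to 0.0481 for Sema4d with Plxnb1 without PT D7 library 2 and to 0.0288 for Calr with Lrp1 without uninjured library 2, and was above 0 also without PT D7 library 2. For Igfbp4 with Lrp6 it was -0.223 to -0.0774 with 1 library left out and 0.0157 in cells with at most 10% mitochondrial UMIs.

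The paper describes more type C cells after PT, and its figure counts stained cells in tissue, which is a measure other than the share of sequenced NSPCs. Among sequenced NSPCs the type C share was lower at PT D1 than in uninjured mice, 12.7% against 20.0%, and higher at PT D7, at 30.3%. In PT D1 library 1 alone the share was 26.3%, above the uninjured share. The paper names Gas6 as a marker of growth arrest in a fraction of type C cells, and also counts cells stained for Gas6 and Ki67 protein at PT D1. Here 2 Gas6 UMIs lay in type C cells of all conditions, a sparse measure of RNA that does not test the staining.

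The paper lists Elf3, Evpl, Lad1 and Mal2 as genes of a cluster that appeared 1 day after PT, from a test in which cells were the replicates. Over all microglia of each library none of them was called at PT D1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with an adjusted p of 0.129, 0.222, 0.0817 and 0.0866, a comparison over a wider group of cells than the cluster. The 4 genes were called with the library number as a block, with no filter on low counts and without PT D1 library 1. Clec7a and Cd52, named for cluster 4, were not called at PT D7 over all microglia (adjusted p = 0.253 and 0.0596), and Axl and Apoe were. Clec7a was called with the library number as a block, with no filter on low counts and without either PT D1 library. Cd52 was called in those settings and by DESeq2, with only the 2 conditions compared, in cells with at least 2000 UMIs and in cells with at most 10% mitochondrial UMIs, and also without cluster 3 cells, a setting chosen after seeing the values. B2m and Lgals3bp, named for the overlap with DAM genes, were not called either (adjusted p = 0.366 and 0.0675), and both were called with the library number as a block and without PT D1 library 2. Lgals3bp was also called by DESeq2, with no filter on low counts, with only the 2 conditions compared, without PT D1 library 1 and in cells with at most 10% mitochondrial UMIs, and without cluster 3 cells, again chosen after seeing the values. With cluster 3 cells left out, 1 call among the genes that the paper names was lost, that of Npnt at PT D1 (adjusted p = 0.0601), and Ly86 (0.0210) and Calr (0.0433) were added.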

Other observations

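In this part, the fits of each class between conditions and their alternatives were set before the data were examined. The tests of the genes changed at PT D1 at the same cell number and of Igf2 with choroid plexus genes were set before their results were seen. All other tests were chosen after. So were the list of squamous epithelium genes, the list of Y chromosome genes and the limits by which a test was read.

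Microglia of PT D1 library 2 held UMIs of squamous epithelium genes, for which a list of 10 (Krt12, Krt5, Krt15, Krt4, Krt13, Krt6a, Aldh3a1, Sfn, Dsp and Calml3) was written from the leading genes of cluster 3. The list reached 26386 CPM in microglia of that library, against 2775 and 5130 in the uninjured libraries, 2335 in PT D1 library 1 and 1648 and 3705 at PT D7, and 88.9 to 96.1% of microglia in each library held at least 1 such UMI. Between libraries of different conditions, the UMIs of these genes in microglia went together at the same cell number, which stands for the cell barcode, with a median Spearman correlation of 0.901 over 12 pairs of libraries (0.777 to 0.946). None of 1000 shuffles of the cell numbers gave a median as high, the highest being 0.184, and outside cluster 3 the median was 0.894. The next cell number gave -0.316 (-0.491 to -0.0629), which is not 0 and shows that neighbouring numbers differ systematically. Microglial marker genes gave 0.0144, the cluster 1 genes 0.145, choroid plexus genes 0.301 and total UMIs -0.00117. The genes that the paper names for cluster 3 gave 0.527. Reads counted in several libraries at the same cell barcode are thus a candidate explanation, and barcoded primers that carried foreign RNA or DNA, used for all plates, were not told from it because no test was run for them. A state of microglia at PT D1 is argued against, since NSPCs of PT D1 library 2 held 2.31 times the epithelial CPM of the highest other NSPC library, at 2792. An epithelial cell in the well in place of a microglial cell is argued against as well, since cluster 3 cells of that library held microglial markers at 67.8% of the level in its cluster 1 cells, 4654 against 6863 CPM, and 33 of 35 held at least 1 microglial UMI. These UMIs were 4.96% of all UMIs in cluster 3.

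Ttr and Enpp2, both genes of a choroid plexus list, were higher in the uninjured libraries of both classes. Ttr gave a UMI in 99.4% of uninjured microglia and 100% of uninjured NSPCs, and 6650 CPM in uninjured microglia against 482 at PT D1 and 362 at PT D7. In uninjured NSPCs it stood at 2980 CPM against 31.2 and 43.9. The other genes of the list, Kl, Folr1 and Clic6, gave 89 UMIs in uninjured cells and 7 after PT, 65 and 6 of them in microglia (18.2 times the rate) and 24 and 1 in NSPCs (37.5 times). Uninjured NSPC library 1 held 0 of these UMIs, so the prediction for both classes and every uninjured library was not met in full. A count of 0 there decides little, because NSPCs of that library held only 116190 UMIs, 164 of them Ttr. Uninjured NSPC library 2 held 497292 and 1664. RNA of choroid plexus cells carried into wells of the uninjured libraries cannot be told apart from a change within the cells. The limit by which this test was read had been loosened once its value was known and was then set back to the first wording. For Igf2 the test went with that explanation. Igf2 was higher in both uninjured NSPC libraries too (log2 fold change at PT D1 -4.23, adjusted p = 0.00430 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all alternatives 1.9e-06 to 0.0550, not called without PT D1 library 2 at 0.0550). Over 155 uninjured microglia thinned to 1000 UMIs, Igf2 and choroid plexus UMIs had a Spearman correlation of 0.254 within libraries (permutation test with 100000 permutations, p = 0.00218), across cells that are not replicates. RNA of choroid plexus cells in the uninjured libraries is therefore a candidate explanation for the fall of Igf2 after PT, which bears on the score of Igf2 pairs.

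At PT D1 18 genes changed in both classes in the same direction, 12 higher and 6 lower. Among them were Rbm3 (log2 fold changes 2.71 in microglia and 1.87 in NSPCs), Cirbp (2.52 and 1.80), Cdkn1a (2.82 and 2.18) and Mt1 (2.77 and 2.25). Of the genes changed in microglia and tested in both classes, 81.5% had the same sign in NSPCs, so a difference between plates shared by both classes and a response to PT shared by both cannot be told apart. Microglial RNA in NSPC wells is argued against by the median of 89.8% of the microglial level at which the genes higher in both stood in NSPCs, above every one of 6 microglial markers. Dissociation genes had a median log2 fold change of 1.32 in microglia and 2.23 in NSPCs, and the test on the first decided nothing. In microglia PT D1 library 2 carried most of it, as on the log scale of camera the median was 0.987 and became 0.0561 without that library. A fit of both classes together, run after the separate results were known, tested whether a gene's change differed between microglia and NSPCs. It called 0 of 7514 genes at PT D1 and 0 at PT D7 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 453 (6.03%) and 279 (3.71%) at an unadjusted p under 0.05, where 375.7 would be expected by chance, and the lowest adjusted p was 0.148 and 0.188. This fit ignored that both classes come from the same 6 libraries. With a term for each library, added after these values were known, it called 18 genes at PT D1, 6 with the larger value in microglia, and 3 at PT D7, with a lowest adjusted p of 0.000656 and 0.0244. Among the 18 were Ttr (log2 difference 2.44, adjusted p = 0.00671) and Junb (-2.52, adjusted p = 0.0101), whose change at PT D1 thus differed between the classes in that fit alone. No other tool was run on these fits. In simulated counts the fits without and with the library term recovered 23.5% and 17.5% of 200 genes with a 4-fold difference and 66% and 64% with an 8-fold difference, so most differences of 4-fold were out of their reach.

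Cells of cluster 2 had a larger share of Gm10800 and 3 other Gm transcripts than other microglia of the same library. Their UMIs outside these transcripts stood at a median of 89.9% of those in other microglia, 75.1 to 95.5% over the 4 libraries with at least 5 cluster 2 cells, and were lower in each of the 4. Cells with little other RNA, in which these UMIs take a larger share, and a real difference in the transcripts cannot be told apart, because both give fewer other UMIs in a cell of a given depth.

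At PT D7 4 genes were lower in NSPCs, namely Ttr (log2 fold change -5.83, standard error 0.40, adjusted p = 1.4e-09), Enpp2 (log2 fold change -3.59, standard error 0.54, adjusted p = 0.00201), Malat1 (log2 fold change -1.24, standard error 0.20, adjusted p = 0.00411) and Xist (log2 fold change -1.79, standard error 0.36, adjusted p = 0.0496), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Malat1 was named after its value had been seen. Enpp2 lost its call in 3 of 13 alternatives, without uninjured library 2 (0.972) or PT D7 library 2 (0.0924) and in DESeq2, with an adjusted p of 2.5e-16 to 1.000 over all of them. Xist lost its call in 5 of 13, among them without PT D7 library 2 (0.0926), with 0.000299 to 1.000 over all of them. Over all alternatives the adjusted p of Malat1 was 1.0e-08 to 0.0912. For Xist a different mix of female and male mice was weighed with 4 genes of the Y chromosome, Ddx3y, Eif2s3y, Kdm5d and Uty. In NSPCs they rose from 79.9 to 129.7 CPM and Xist fell by a log2 ratio of -1.60, as a larger share of male mice would give, but in microglia of the same libraries the Y genes fell by a log2 ratio of -0.669 and Xist moved by 0.16. A mix that differs between the sorted classes cannot be told apart from another cause, because the mice behind each library are not given in the sources used here.

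From PT D1 to PT D7 31 genes changed in NSPCs, 11 higher and 20 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest rises by the naming rule were Dlx6os1 (log2 fold change 2.27, adjusted p = 0.000309), Ddx17 (1.80, 0.0134) and Aspm (1.66, 0.0275). The largest falls by that rule were Cdkn1a (-3.24, 3.6e-05), Klf10 (-3.17, 0.00382) and Egr1 (-2.87, 3.6e-05). Dlx6os1 and Cdkn1a were called in every alternative run. Dlx6os1 was among the leading genes of neuroblasts, at 561 CPM against 90.8 in the other NSPCs. Neuroblasts were 26.8% of NSPCs at PT D1 and 34.2% at PT D7, and type C cells 12.7% and 30.3%. These tests sum over all NSPCs, so a changed mix of subclusters and a change within cells were not told apart. Klf10 was not called without PT D1 library 2 (0.765) or PT D7 library 2 (0.181) or by DESeq2 (0.462). Aspm lost its call in 5 of 13 alternatives, among them without PT D1 library 2 (0.135) or PT D7 library 2 (0.418), with an adjusted p of 0.00128 to 0.999 over all of them. Ddx17 lost it in 3 of 14, among them without PT D1 library 2 (0.162) or PT D7 library 2 (0.185), with 0.000524 to 0.500, and Egr1 in 1 of 14, in cells thinned to 1000 UMIs (0.162).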
